# The PM20D1-OLE pathway induces microglia rewiring to ameliorate Alzheimer disease

**DOI:** 10.1038/s41419-026-08791-1

**Published:** 2026-04-27

**Authors:** Victoria Pozzi-Ruiz, Aida Giner de Gracia, Liliane Glauser, Mario Romani, Fatima Gunter-Rahman, Alejandro González-Ramón, Mahmood Haj-Yahya, Rajasekhar Kolla, Allison M. Burns, Hilal A. Lashuel, Johan Auwerx, Johannes Gräff, Jose V. Sanchez-Mut

**Keywords:** Alzheimer's disease, Transcriptomics

## Abstract

There is increasing evidence of microglia participation in Alzheimer’s disease (AD), which incentives their modulation to intercept the disease. Here, we describe a new mechanism by which the recently AD-associated Peptidase M20 Domain Containing 1 (PM20D1) instructs microglia to tackle AD. We show that the PM20D1-derived N-oleoyl-Leucine (OLE) improves AD pathologies in two animal models of AD. OLE induces microglia association with amyloid beta (Aβ) plaques, reduce their size, number and toxicity, and leads to enhanced neuroprotection and cognition. Furthermore, OLE also increases Aβ chemotaxis and clearance in microglia cultures and enhances cell viability in neurons subjected to AD-related stressors. Finally, we also find evidence for a PM20D1- and OLE-mediated microglia association with amyloid plaques and neuroprotection in human AD brains. In sum, our results provide further insight into the protective role of PM20D1 in AD and support the use of OLE as a microglia-modifying treatment for AD.

## Introduction

Multiple lines of evidence suggest a prominent role of microglia in Alzheimer’s disease (AD). Genetic risk variants are enriched in microglia-regulatory regions [1, 2] and microglia transcriptional programs prominently altered in the disease [3]. As AD progresses, microglia proliferate and associates with amyloid plaques [4, 5]. They lose homeostatic and amyloid beta (Aβ) clearance capacities and acquire pro-inflammatory and neurotoxic traits [6]. Both protective and detrimental effects of microglia have been described in AD [7], but little is known about the mechanisms that regulate their behavior at different stages of the disease.

Recently, we and others have identified a new AD risk region centered on the Peptidase M20 Domain Containing 1 (*PM20D1*) [8–13]. *PM20D1* is a quantitative trait locus (QTL) that has also been associated with diabetes [14, 15] and obesity [14, 16–19] among other diseases [20–31]. Human low expression carriers of *PM20D1* have a higher risk to develop metabolic disorders [14, 16–19] and AD [8–13], while *PM20D1* overexpression in mouse models improves glucose metabolism [14, 16] and reduces amyloid levels and cognitive deficits [8]. PM20D1 is a secreted enzyme that regulates the conjugation of fatty acids with amino acids, generating a series of compounds named N-acyl amino acids (NAAA) [14]– also known as elmiric and lipo-amino acids. NAAA are present in multiple tissues, including brain [32, 33], and their levels are directly correlated with the expression of PM20D1 in humans [34] and mice [14]. They are believed to act as protective molecules regulating inflammation, ischemia and traumatic brain injury [35–40]. However, the precise mechanisms by which NAAA exert such effects are not well understood, let alone their potential role in AD.

Seeking to address this question, we investigated the effects of *PM20D1*-derived NAAA on the onset and progression of AD, by combining a set of behavioral, histochemical and molecular techniques in animal models and human samples of AD. We found that the exogenous administration of NAAA in a *C. elegans* model of AD alleviates motility deficits and amyloid aggregation and that its supplementation in an AD mouse model ameliorates cognitive deficits and amyloid levels. In line with this, NAAA treatment increases microglia association with amyloid plaques, reducing their number, size and toxicity, and improves neuronal fitness. Mechanistically, NAAA induce cell-type-specific transcriptional programs that result in increased expression of amyloid-binding genes in microglia and genes associated with the unfolded-protein response in neuronal cells. These changes are functionally associated with an increase in Aβ chemotaxis and clearance in primary microglia, and enhanced neuronal cell viability under reactive oxygen species (ROS) and unfolded-protein stress. In support of this, we found that NAAA-induced genes in human samples are positively and negatively correlated with specific transcriptional signatures associated with cognitive reserve and neurofibrillary tangles (NFT), respectively. Taken together, these results provide unprecedented molecular detail on the functional relevance of a recently discovered AD risk factor, and supports the use of NAAA as potential disease-modifying agents for the treatment of AD.

## Results

### NAAA improve AD phenotypes and pathologies in a C. elegans and mouse model of AD

To explore the potential role of NAAA in AD, we focused on OLE (N-Oleoyl-Leucine, Supplementary Fig. 1), an established metabolic product of PM20D1 whose supplementation has been shown to be well tolerated in vivo [14, 15]. We took advantage of two different AD models. The GMC101 strain of *C. elegans*, which aggregates Aβ peptides in the body wall of muscle cells after a temperature shift from 20 to 25 °C, impairing their mobility and viability [41], and the APP/PS1 mouse model, which shows a progressive accumulation of amyloid plaques, astrogliosis as well as learning and memory deficits [42, 43].

We synthesized OLE (Supplementary Fig. 1) and investigated the most effective OLE dose in *C.elegans* by measuring dosage effects on viability. We observed that 200 μM significantly reduced the percentage of worms’ death after one week of treatment (Supplementary Fig. 2a). Accordingly, we found that this dose also improved both, AD-like phenotypes – i.e., spontaneous and induced mobility [44] (Fig. 1A–C) – and amyloid pathologies (Fig. 1D, and Supplementary Fig. 3).

**Fig. 1:**
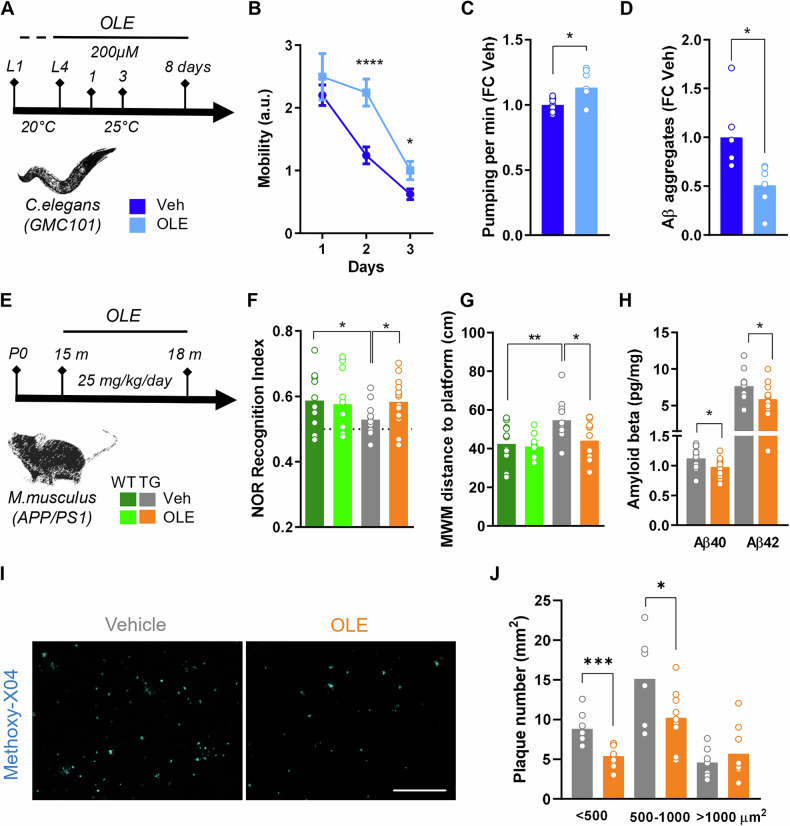
AD pathologies and phenotypes in OLE treated GMC101 worms and APP/PS1 mice. **A** Schematics of OLE treatment in GMC101 worms. OLE was provided from day 1 to day 8 of adulthood. L1 and L4, larval stages 1 and 4, respectively. **B** Mobility assessment in vehicle and OLE treated GMC101 worms during the 3 first days of adulthood. a.u., arbitrary units. n = 73-100 worms per time, *p* < 0.0001 and *p* = 0.0152 for day 2 and 3, respectively; one-sided Student’s t-test. **C** Pumping per minute in vehicle and OLE treated GMC101 worms at day 3. *n* = 7 per group, *p* = 0.0162; one-sided *t*-test. **D** Relative amyloid aggregation in vehicle and OLE treated GMC101 worms at day 1. *n* = 6 experiments of ~1 000 worms each, pval=0.0108; one-sided Student’s *t*-test. **E** Schematics of OLE treatment in APP/PS1 mice. OLE was provided from 15 to 18 months (m) of age. P0, postnatal day 0. **F** Novel object recognition (NOR) performance of vehicle and OLE treated APP/PS1 mice. *n* = 11–15 per group, *p* = 0.0250 for TG vehicle vs WT vehicle and *p* = 0.0147 for TG treatment vs TG vehicle; one-sided Student’s t-test. **G** Morris Water Maze (MWM) memory performance of vehicle and OLE treated APP/PS1 mice. *n* = 9–13 per group, *p* = 0.0067 for TG vehicle vs WT vehicle and *p* = 0.0150 for TG treatment vs TG vehicle; one-sided Student’s *t*-test. **H** ELISA of frontal cortex samples from vehicle and OLE treated APP/PS1 mice. *n* = 12 and 15, respectively, and *p* = 0.0188 for Aβ40 and *p* = 0.0134 for Aβ42; one-sided Student’s *t*-test. **I** Representative cortex methoxy-X04 (MX04) IHC amyloid plaque staining images of vehicle and OLE treated APP/PS1 mice. Scale bar, 300 µm. **J** Amyloid plaque number quantification of (**I**). *n* = 7–9 per group, *p* = 0.0009 and 0.0225, for small and medium size plaques, respectively; one-sided Student’s *t*-test. Single values (animals) are represented by dots. FC, fold change. *p < 0.05, **p < 0.01, and ***p < 0.001.

We next sought to determine the most effective OLE dose in APP/PS1 mice. We measured the dosage effect on body weight since daily intraperitoneal (i.p.) administration of OLE has been shown to reduce body weight [14, 15]. We observed that OLE 50 mg/kg/day, but not 25 mg/kg/day per oral (p.o.) administration induced a significant loss of body weight after two weeks of treatment (Supplementary Fig. 2b). We reasoned that doses inducing a significant loss of body weight would not be suitable for sustained treatments and hence selected the lower dose for subsequent experiments (Fig. 1E). As expected [45–47], OLE was absorbed and crossed the blood brain barrier (Supplementary Fig. 2c,d). We treated symptomatic APP/PS1 mice with strong cognitive deficits and pathology levels (i.e., fifteen-months old) [43] for three months and subsequently evaluated their memory performance and AD pathologies. No differences in water consumption and/or body weight were observed after three months of treatment (Supplementary Fig. 2e,f). However, we found that APP/PS1 mice receiving OLE showed improved memory performance as measured by the novel object recognition (NOR) (Fig. 1F) and the Morris Water Maze (MWM) tests (Fig. 1G and Supplementary Fig. 4a), with no significant differences in the MWM learning phase (Supplementary Fig. 4b). No significant differences were observed in wild-type (WT) treated mice (Fig. 1F, G, and Supplementary Fig. 4a, b). Remarkably, APP/PS1 memory improvement was also accompanied by a significant reduction in the number of plaques (Fig. 1I, J), mainly in small- and medium-size amyloid plaques as measured by immunohistochemistry (IHC) staining. This decrease was paralleled by a reduction in the levels of Aβ 40 and Aβ 42 (Fig. 1H), measured by ELISA, and was not related to altered APP expression or processing (Supplementary Fig. 5a-c). Taken together, these results indicate that OLE treatment increases Aβ clearance and improves AD phenotypes in both *C. elegans* and mouse models of AD, with no significant effects in WT littermates.

### OLE treatment in APP/PS1 mice induces cell type-specific gene expression changes, predominantly in microglia

To better understand the mechanisms by which OLE protects against AD, we next applied 10X single-nuclei RNA sequencing (snRNAseq) to characterize its effects on specific cellular compartments in the cortex of APP/PS1 mice. 

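The data of this experiment are 2 libraries of single nuclei, each made from entorhinal cortex pooled from 5 male APP/PS1 mice. In droplet-based sequencing of nuclei, a barcode marks the RNA caught in a droplet and a unique molecular identifier (UMI) marks each captured molecule, so that copies made by amplification are counted once. APP/PS1 mice are transgenic and deposit amyloid in the brain. The mice had received OLE at 25 mg/kg/day in the drinking water, or the DMSO vehicle, for 3 months, and were 18 months old. The authors aligned the reads to the mouse genome with introns counted (Cell Ranger, pre-mRNA reference of mm10) and deposited a whole-number UMI count for 31053 genes in every nucleus, without normalization. The vehicle library held 70845739 UMIs and the OLE library 69485537 UMIs. The text and the methods name different Illumina sequencers for them. With 1 library per condition there is no replicate, so no test was run between the conditions and nuclei were not used as replicates. Intervals of counts, ratios, shares and differences of shares are 95% intervals built from exact limits. They cover counting error only, not the difference between mice or preparations. Intervals for telling OLE from vehicle nuclei cover the drawing of nuclei alone. The paper's methods state that doublets were removed, without naming the caller. Here likely doublets were scored in each library with Scrublet, whose automatic threshold marked 0.104% of the vehicle and 0.227% of the OLE nuclei. Both shares are under the set minimum of 0.5%. Whether doublets had been removed before deposit is not known, so few calls need not mean that the threshold failed. Nuclei with high scores may also be single nuclei. In place of the threshold, nuclei in the top 5% of scores were left out, which removed 331 vehicle and 289 OLE nuclei after ties. The others were normalized with SCTransform, the method the paper names, clustered by the Louvain method at resolution 0.4 on 30 principal components, and named from fixed marker genes. For each cell type, UMIs were summed per library and divided by the library's UMIs in that cell type, and the log2 ratio of OLE to vehicle was taken. The handling of doublets, the naming of clusters and the scaling are the choices that could change these numbers.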

A total of 12,918 nuclei (6,745 and 6,173 in vehicle and OLE treated APP/PS1 mice, respectively) from entorhinal cortex (ECX, periallocortex), one of the most susceptible regions to AD in humans [48] and APP/PS1 mice [49], were sequenced with Illumina HiSeq 4000 (average 3178 genes per nuclei). 

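The median nucleus held 3989 UMIs in the vehicle library and 6392 UMIs in the OLE library. The mean number of genes detected per nucleus was 2888 in the vehicle library, 3316 in the OLE library and 3093 over both. Every deposited nucleus had at least 484 genes, and 291 vehicle and 303 OLE nuclei had 5% or more of their UMIs from mitochondrial genes. After doublets were left out, 6414 vehicle and 5884 OLE nuclei were retained. The largest cluster, called cluster 0 here, had a median of 2363 UMIs in 2468 vehicle nuclei and 4736.5 UMIs in 2020 OLE nuclei. In glutamatergic-like nuclei the medians were 21072 and 19455.5 UMIs, in microglia-like nuclei 2436 and 2348 UMIs, and in the 54 endothelial-like nuclei 2529 and 4655 UMIs.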

We identified fifteen clusters corresponding to six different cell types (Fig. 2A and Supplementary Fig. 6a) and found 231 differentially expressed genes (DEGs) and enriched pathways between treated and non-treated cells (Supplementary Tables 1–7). 

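The 12298 retained nuclei formed 25 clusters at these settings. The leading genes of the 12 glutamatergic-like clusters included Otof, Rorb, Foxp2 and Reln, and the 2 GABAergic-like clusters were led by Nxph1, Sst and Erbb4 or by Adarb2, Vip and Gad2. Mag, Mog and Mobp were among the leading genes of the oligodendrocyte-like cluster, Vcan, Pdgfra and Cspg4 of the oligodendrocyte precursor-like (OPC-like) cluster, Inpp5d, Ly86 and Dock2 of the microglia-like cluster, and Slc1a3 and Gpc5 of the astrocyte-like cluster. Small clusters were named endothelial-like (Cldn5 and Flt1, with the mural marker Rgs5 also among its top 10 genes), mural-like (Vtn, Abcc9) and vascular leptomeningeal-like (Slc47a1, Slc6a13). There were 3 clusters left without a name. Cluster 0 held 38.5% of the retained vehicle nuclei and 34.3% of the retained OLE nuclei. It had 12 raised glutamatergic markers but also 11 raised oligodendrocyte markers, and none of its own markers was among its top 10 genes (Spag5, Tmsb4x and Atp5g3 led). Cluster 3, led by ferritin, ribosomal and mitochondrial genes, held 5.72% and 7.05%. Cluster 18, led by Sntb1, Kcnh8 and Hmga2, had 11 raised glutamatergic and 2 raised GABAergic markers, which stood at 93.3% and 1.99% of their level in their own class, but was left without a name because Kcnip1, a GABAergic marker, and no glutamatergic one was among its top 10 genes. It held 0.998% and 1.31%. The thresholds that keep these clusters out of the glutamatergic class were set after the clusters had been seen. No count of differentially expressed genes was made, since it would have to treat nuclei as replicates.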

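Whether a change was shared between cell types was read from the log2 ratios of OLE to vehicle per gene. For each of the 15 pairs of 6 cell types, genes with at least 500 UMIs over both libraries in each type of the pair were compared. The correlation across genes (Spearman) was above 0 in all 15 pairs. It was largest between glutamatergic-like and GABAergic-like nuclei (0.539 over 4285 genes) and smallest between OPC-like and microglia-like nuclei (0.0895 over 204 genes). Between 56.0% and 68.4% of the genes had the same sign in both types of a pair. Genes are not independent replicates, and all cell types come from the same 2 libraries, so whatever differed between the preparations is shared by all of them. RNA from other cells was not removed. RNA of the neuronal profile was estimated at 28.4% of the vehicle and 31.1% of the OLE UMIs in microglia-like nuclei. Such RNA, present in both types of a pair, can raise these correlations, and they were not computed without it.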

A significant fraction of the DEGs was cell-type specific (82%), and mostly found in oligodendrocytes (34.5%) followed by microglia (27.3%), GABAergic (9.5%) and Glutamatergic (9.1%) cells (Fig. 2B).

**Fig. 2:**
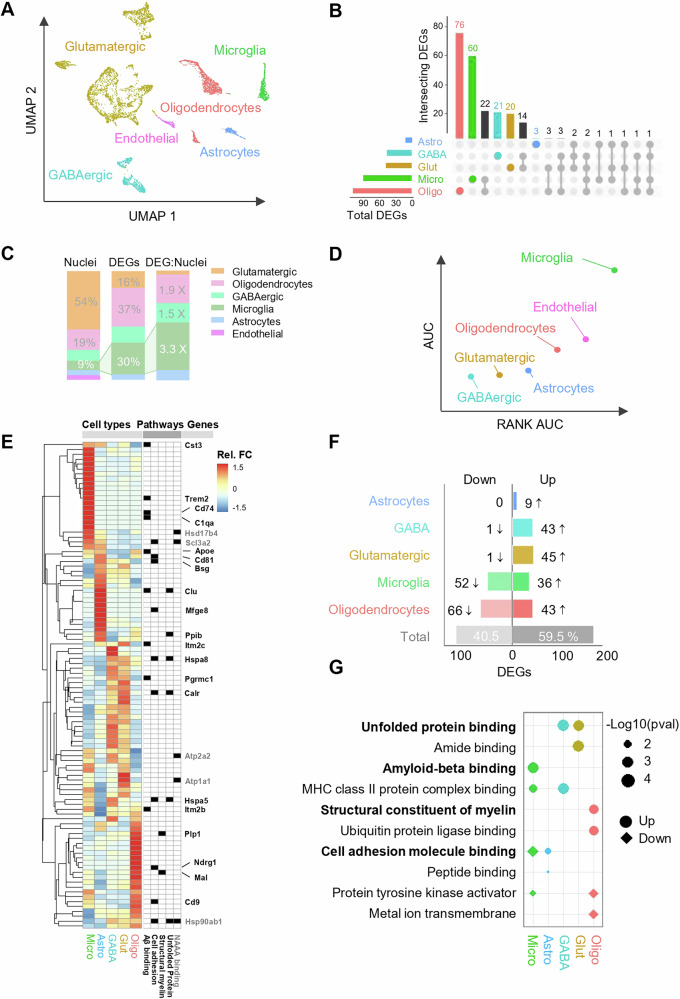
Single-nuclei RNA sequencing of OLE treated APP/PS1 mice. **A** UMAP clustering of entorhinal cortex samples obtained from vehicle and OLE treated APP/PS1 mice colored by cell type. **B** UpSet plot showing differentially expressed genes (DEGs) per cell type. **C** Proportion of cell-type nuclei, DEG and the ratio of both in our dataset. **D** Area under the curve (AUC) resulting from the Augur Cell type prioritization method. **E** Heatmap clustering of relative fold change (Rel. FC) gene (rows) between cell types (columns) of top 20 DEGs per cell type after OLE treatment. Genes representative of enriched pathways and/or coding for NAAA-interacting proteins are indicated. Bold text indicates pathways in (**G**). **F** Distribution of up- and down-regulated DEGs per cell type and overall. **G** Two most significative up- and down-regulated gene ontology (GO) terms per cell type.

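Of the 6887 nuclei in named clusters, 54.8% (exact Clopper-Pearson interval 53.1 to 56.4%) of the vehicle and 55.2% (53.5 to 56.8%) of the OLE nuclei were glutamatergic-like. GABAergic-like nuclei made up 9.25% and 10.5%, oligodendrocyte-like nuclei 16.7% and 15.7%, OPC-like nuclei 2.87% and 2.49%, and astrocyte-like nuclei 3.44% and 4.03%. Microglia-like nuclei made up 9.70% (8.74 to 10.7%) in the vehicle library (341 nuclei) and 8.07% (7.17 to 9.04%) in the OLE library (272 nuclei). That difference of -1.63 percentage points had an interval from -3.00 to -0.270, while the intervals of the other types named so far included 0. Which intervals include 0 depended on the denominator. Over all retained nuclei, an alternative chosen after seeing the data, microglia-like nuclei made up 5.32% and 4.62%, a difference of -0.694 (-1.47 to 0.0875), and GABAergic-like nuclei 5.07% and 6.02%, a difference of 0.949 (0.129 to 1.78). Endothelial-like nuclei numbered 17 and 37, a difference of 0.614 percentage points of named nuclei (0.179 to 1.07). Over all retained nuclei, unnamed clusters included, the shares of both libraries together were 30.8% glutamatergic-like, 9.06% oligodendrocyte-like, 10.6% with OPC-like nuclei added, and 4.98% microglia-like. With cluster 0 counted as glutamatergic, an alternative chosen after seeing the data, 73.4% of the vehicle and 72.0% of the OLE nuclei in named clusters were glutamatergic-like, and the difference for microglia-like nuclei was -0.655 percentage points (-1.49 to 0.189). With 1 library each, these differences have no replicate check.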

We then determined the most responsive cell types using two alternative methods. First, we considered the number of DEGs in relation to the number of cells per cell type, since both are highly correlated, even with modest transcriptional changes [50]; second, we applied the Augur [50] cell type prioritization method, which uses a random forest classifier to rank cell types irrespective of their cluster size and/or feature distribution. Both the relative DEG enrichment and the Augur method identified microglia as the most responsive cell type to OLE treatment (Fig. 2c, d). 

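In place of a number of differentially expressed genes, the spread of the log2 ratios was computed in each cell type, as the standard deviation (SD) over genes with at least 100 UMIs after the counting variance was taken out. It was 0.207 over 9681 genes in GABAergic-like nuclei, 0.196 over 2584 genes in OPC-like nuclei and 0.194 over 14167 genes in glutamatergic-like nuclei. Astrocyte-like nuclei had 0.185 over 3012 genes, oligodendrocyte-like nuclei 0.183 over 5830 genes and microglia-like nuclei 0.172 over 3704 genes. Microglia thus took place 6 of the 6 cell types ranked. Endothelial-like nuclei, 17 vehicle and 37 OLE, were left out of this ranking and had 0.819 over 458 genes. The order depended on the processing, since with log-normalized counts in place of SCTransform before clustering microglia had 0.205 and took place 1. The value for microglia itself moved most, to 0.328, when the neuronal profile of the library was subtracted, which was done for glia alone and placed microglia above OPC-like (0.271), oligodendrocyte-like (0.244) and astrocyte-like nuclei (0.218). The counting variance taken out there was that of the counts left after subtraction, which understates it. These values therefore keep some counting error, and their order may owe something to it. With only genes above 2 times their level in glutamatergic-like nuclei, microglia had 0.211, below OPC-like (0.240), astrocyte-like (0.216) and oligodendrocyte-like nuclei (0.214).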

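Augur itself was not run. After its method, a random forest of 100 trees with 3-fold cross-validation told OLE from vehicle nuclei within a cell type, in 50 draws of 20 nuclei per library, and the area under the receiver operating characteristic curve (AUC) was averaged. An AUC of 0.5 means no separation. The mean AUC was 0.602 (SD over draws 0.0955) in astrocyte-like, 0.590 (0.105) in GABAergic-like and 0.581 (0.105) in microglia-like nuclei, followed by 0.567 in OPC-like, 0.566 in oligodendrocyte-like and 0.549 in glutamatergic-like nuclei. The standard error of the mean over draws was 0.0148 in microglia-like nuclei. The draws reuse the same nuclei, so it covers the drawing alone and not the difference between mice or preparations. The 95% intervals for the drawing of the 3 highest cell types overlap, with 0.552 to 0.610 in microglia-like, 0.561 to 0.620 in GABAergic-like and 0.575 to 0.628 in astrocyte-like nuclei. The interval of microglia also overlaps those of OPC-like (0.540 to 0.593), oligodendrocyte-like (0.537 to 0.595) and glutamatergic-like nuclei (0.518 to 0.579). The place of microglia is thus not resolved by these draws. Endothelial-like nuclei were not ranked, with 17 in the vehicle library. Cluster 0, which has no name, was not ranked either. Its mean AUC was 0.807, and 0.564 after thinning to 1000 UMIs per nucleus. After every nucleus was thinned to 1000 UMIs, which left out 3 vehicle and 3 OLE microglia and 1 vehicle oligodendrocyte, the AUC of microglia was 0.557, place 2 behind astrocyte-like nuclei at 0.573. Without the genes that are higher in glutamatergic-like nuclei, microglia had 0.542 and took place 4 of the 4 glial types, the alternative that moved their place most.

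**Figure D1:**
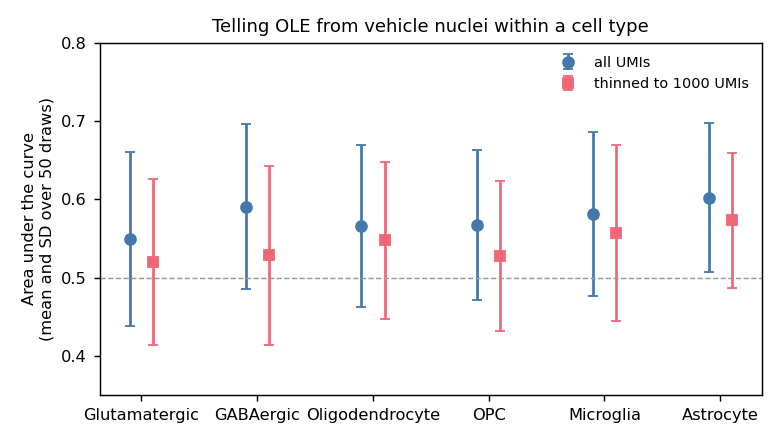
Mean area under the curve for telling OLE from vehicle nuclei in each cell type, with all UMIs (circles) and after thinning to 1000 UMIs (squares); bars are the SD over 50 draws and the dashed line at 0.5 marks no separation. The circles lie between 0.549 in glutamatergic and 0.602 in astrocyte nuclei.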

Gene Ontology (GO) up-regulated terms were consistent with the observed OLE induced effects on pathology: amyloid-clearance in microglia (“Amyloid-beta binding” GO:0001540, adj.pval 4.0 × 10^−5^), myelinization in oligodendrocytes (“Structural constituent of myelin sheath” GO:0019911, adj.pval 2.7 × 10^−4^) and neuroprotection in neuronal cells (“Unfolded protein binding” GO:0051082, adj.pval 2.5 × 10^−5^ and 4.2 × 10^−5^ in GABAergic and Glutamatergic cells, respectively) (Fig. 2E–G and Supplementary Table 7). 

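The annotation of Gene Ontology was not used here, so lists of genes for these terms were written from general knowledge. For each list, the median log2 ratio of its genes with at least 100 UMIs was set against 10000 random lists of the same size matched on expression. The amyloid-beta binding list had a median of 0.51 in microglia-like nuclei (13 of its 22 genes), above all random lists. Of these 22 genes, 5 are among the microglial genes the paper calls from these same libraries. The same list had medians of 0.71 in GABAergic-like, 0.94 in OPC-like, 0.35 in astrocyte-like, 0.19 in glutamatergic-like and 0.11 in oligodendrocyte-like nuclei. The myelin list had a median of 0.29 in oligodendrocyte-like nuclei (9 of 10 genes, percentile 99.99). Mal, drawn in Fig. 2E, rose there from 652 to 1005 UMIs (log2 ratio 0.92). The unfolded protein binding list had medians of 0.35 in GABAergic-like (31 of 38 genes) and 0.27 in glutamatergic-like nuclei (35 of 38 genes), each above all random lists. Its medians elsewhere were 0.27 in oligodendrocyte-like, 0.69 in OPC-like, 0.18 in microglia-like and 0.33 in astrocyte-like nuclei. The largest move of these 4 medians came from counting cluster 0 as glutamatergic, an alternative chosen after seeing the data, with 0.41 for unfolded protein binding in place of 0.27. Cluster 0 alone had 0.21, so neither part reached 0.41. Its median UMIs per nucleus had a ratio of 2.00, OLE over vehicle, so the parts weigh differently in each library. The pooled value is therefore not read as a larger rise. A percentile here describes these 2 libraries and is no test of the treatment.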

AD-related genes such as Apolipoprotein E (*Apoe*), the main genetic risk factor of AD [48], Cystatin C (*Cst3*) and Integral Membrane Protein 2B (*Itm2b*), whose overexpression protect against AD [51, 52], and Hydroxysteroid 17-β Dehydrogenase 4 (*Hsd17b4*) [53] and Solute Carrier Family 3 Member 2 (*Slc3a2*) [54], which regulate amyloid clearance and phagocytosis, were particularly up-regulated in microglia. 

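In microglia-like nuclei, Apoe (ENSMUSG00000002985, chromosome 7 of GRCm38 from 19696109 to 19699188) had 1824 UMIs in the vehicle and 2262 UMIs in the OLE library. Per 1000000 microglial UMIs these were 2064 (1970 to 2161) and 3109 (2982 to 3240), a log2 ratio of 0.59 (0.50 to 0.68). Cst3 (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692) went from 1758 to 2237 UMIs, a log2 ratio of 0.63 (0.54 to 0.72). For Itm2b (ENSMUSG00000022108, chromosome 14, 73362226 to 73385289) the counts were 447 and 564 UMIs and the log2 ratio 0.62 (0.43 to 0.80). Hsd17b4 (ENSMUSG00000024507, chromosome 18, 50128201 to 50196269) rested on fewer UMIs, 96 and 151, with a log2 ratio of 0.93 (0.56 to 1.32). Slc3a2 (ENSMUSG00000010095, chromosome 19, 8706882 to 8723369) likewise had 80 and 126 UMIs and a log2 ratio of 0.94 (0.52 to 1.36). None of these intervals includes 0, but they cover counting error alone and are no test between the conditions. In the other cell types, the log2 ratio of Apoe was 1.02 in oligodendrocyte-like, 1.03 in OPC-like, 1.01 in astrocyte-like, 0.91 in GABAergic-like and 0.26 in glutamatergic-like nuclei. In the vehicle library Apoe stood at 2660 UMIs per 1000000 in astrocyte-like, 669 in OPC-like, 390 in oligodendrocyte-like, 38.2 in GABAergic-like and 34.2 in glutamatergic-like nuclei, and RNA from other cells was not removed from these counts. Itm2b had 0.72 in glutamatergic-like and 0.89 in GABAergic-like nuclei, and Cst3 had 0.65 and 0.71. Hsd17b4 was near 0 in neuronal nuclei (-0.04 and 0.01), and Slc3a2 was at 0.92 in astrocyte-like nuclei. When nuclei with over 100 UMIs of neuronal genes were left out, an alternative chosen after seeing the data, the median of the 7 microglial genes named in the text moved from 0.62 to 0.70, the most under any alternative.

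**Figure D2:**
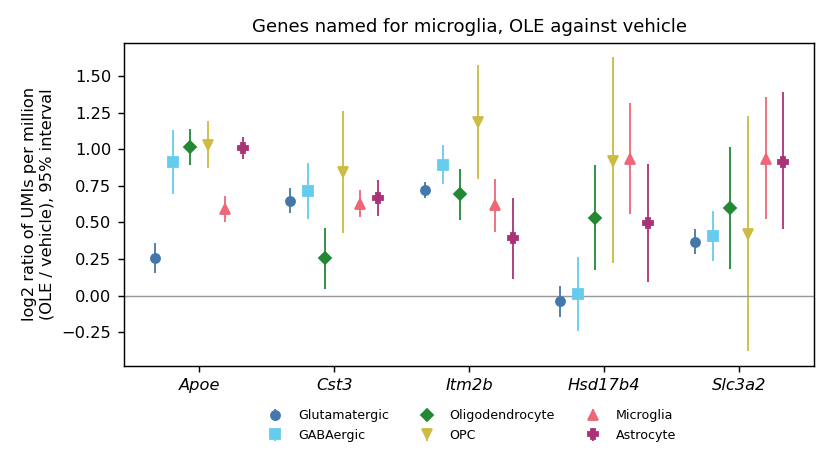
Log2 ratio of UMIs per 1000000, OLE over vehicle, of the genes named for microglia in 6 cell types; points are ratios of summed UMIs of 1 library each and bars are 95% intervals for counting error. The microglial points of Apoe lie at 0.59, below those of oligodendrocytes, OPCs, astrocytes and GABAergic nuclei.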

Other pathology-relevant genes such as Calreticulin (*Calr*), which reduces amyloid toxicity [55], ATPase sarcoplasmic/endoplasmic reticulum Ca2+ transporting 2 (*Atp2a2*), which regulates autophagy [56], and Heat Shock Protein 90 alpha family class B member 1 (*Hsp90ab1*) and Family A Member 5 (*Hspa5*), which protect against unfolded-protein stress and learning and memory deficits [57, 58], were mostly up-regulated in GABAergic and glutamatergic cells (Fig. 2E and Supplementary Tables 1–6). Collectively, these findings suggest that OLE treatment induces cell-type-specific RNA expression changes, mostly affecting microglia, with a putative neuroprotective effect.

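Calr (ENSMUSG00000003814, chromosome 8, 84841850 to 84846934) had 2279 UMIs in vehicle and 3761 UMIs in OLE glutamatergic-like nuclei, a log2 ratio of 0.86 (0.79 to 0.94), and 0.73 (0.57 to 0.90) in GABAergic-like nuclei. Atp2a2 (ENSMUSG00000029467, chromosome 5, 122453513 to 122502225) had log2 ratios of 0.30 (0.26 to 0.35) and 0.54 (0.43 to 0.65). For Hsp90ab1 (ENSMUSG00000023944, chromosome 17, 45567775 to 45573271) they were 0.55 (0.48 to 0.62) and 0.84 (0.68 to 1.01). Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) rose from 1781 to 2845 UMIs in glutamatergic-like nuclei (0.82, 0.73 to 0.90) and from 342 to 667 UMIs in GABAergic-like nuclei (1.07, 0.88 to 1.26). In OPC-like nuclei the log2 ratio of Calr was 1.24 (0.81 to 1.67) and that of Hspa5 0.69 (0.19 to 1.20). Hsp90ab1 had 0.73 (0.49 to 0.97) in oligodendrocyte-like nuclei and 0.07 (-0.32 to 0.45) in microglia-like nuclei. RNA from other cells was not removed, so these values in glia are not shown to be expression of glia. In cluster 0, whose nuclei carry glutamatergic markers but have no name here, the 4 genes had log2 ratios of -0.04 (Calr), 0.03 (Atp2a2), 0.16 (Hsp90ab1) and 0.03 (Hspa5). The median of the 4 genes was 0.68 in glutamatergic-like and 0.79 in GABAergic-like nuclei. On the scale Seurat uses, the log2 of the mean counts per 10000 plus 1, which compresses genes of low counts, these medians were 0.26 and 0.36.

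**Figure D3:**
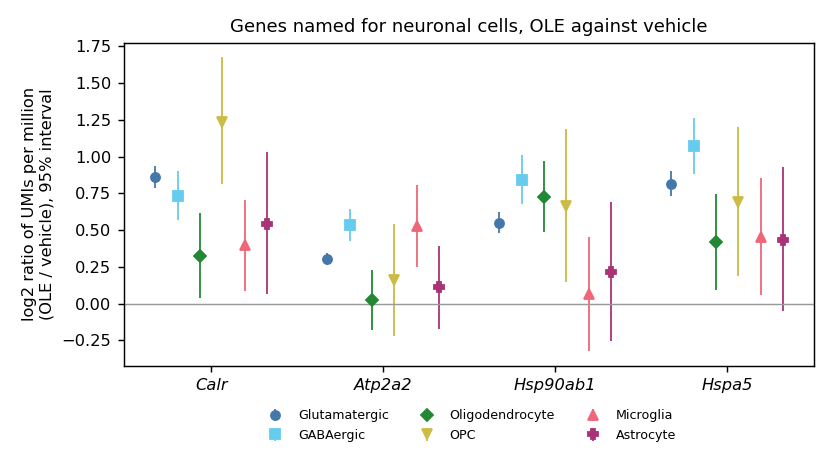
Log2 ratio of UMIs per 1000000, OLE over vehicle, of the genes named for neuronal cells in 6 cell types, with 95% intervals for counting error. The GABAergic points lie between 0.54 and 1.07 and the glutamatergic points between 0.30 and 0.86, and for Calr the OPC point lies highest at 1.24.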

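Among genes with at least 200 UMIs over both libraries in a cell type, the 3 highest and the 3 lowest log2 ratios were noted. In microglia-like nuclei the highest were Cd74 (1.21, 0.79 to 1.64, from 74 and 141 UMIs), H2-D1 (1.11, 0.79 to 1.43) and Slc3a2, and the lowest Tm9sf3 (-0.70), Tenm4 (-0.69) and Daam1 (-0.69). Apoe was among the highest in oligodendrocyte-like and astrocyte-like nuclei, beside Nckap5 (1.08) and Cd9 (0.98) in the first and Cd81 (1.07) and Mfge8 (1.05) in the second. The lowest were Unc13b (-0.71), Gpc6 (-0.70) and Atp2b2 (-0.65) in oligodendrocyte-like and Rgs6 (-0.78), Dok6 (-0.75) and Kcnj3 (-0.75) in astrocyte-like nuclei. Without removal of doublets, Nckap5 was at -0.11 in oligodendrocyte-like and Dok6 at 0.00805 in astrocyte-like nuclei. Glutamatergic-like nuclei had Prox1 (2.41), Baiap3 (2.24) and C1ql2 (1.99) at the top, from 43, 45 and 51 vehicle UMIs, and Fam83b (-1.03), Gm10635 (-0.79) and Igf1 (-0.71) at the bottom. Without a cluster of 38 OLE nuclei found at resolution 1, Prox1 had 0.54 (-0.06 to 1.15) and C1ql2 1.20 (0.71 to 1.71). Baiap3 stayed at 2.23 (1.75 to 2.73). Pde3a (2.14), Gm2516 (1.54) and 4930555F03Rik (1.49) rose most and Ror1 (-1.68), Gulp1 (-1.32) and Itga8 (-1.12) fell most in GABAergic-like nuclei. In OPC-like nuclei Cd9 (1.19) and Itm2b (1.18) stood beside Calr at the top, and Frmd4a (-1.45), Nfasc (-0.76) and Zfp638 (-0.60) at the bottom. In endothelial-like nuclei, 17 and 37 in number, hemoglobin genes led (Hbb-bs 6.23 from 8 and 752 UMIs, Hba-a1 5.85 from 3 and 218 UMIs) with Ptgds (2.60), and Rgs6 (-2.94), Dlgap2 (-2.48) and Fam19a1 (-2.43) were lowest. With means over nuclei of counts per 10000, Fam19a1 was at 0.0168. From the genes and terms that differed between cell types, and from its ranking of cell types by relative number of differentially expressed genes and by Augur, the paper proposes that OLE changes RNA expression in a cell-type-specific way with microglia affected most.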

### OLE treatment increases microglia association with amyloid plaques

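The 613 microglia-like nuclei were clustered again after SCTransform, on 15 principal components at resolution 0.3, and formed 4 subclusters. A DAM-like subcluster of 293 nuclei was led by Ctnna3, Mamdc2, Dkk2, Igf1, Myo1e, Gpnmb and Lpl. A homeostatic-like subcluster of 235 nuclei was led by Bank1 and Tspan18 and carried Tmem119 among its top 10 genes. Another 72 nuclei stayed without a name because mitochondrial transcripts led their subcluster. They made up 13.1% (9.68 to 17.2%) of the vehicle microglia (44 nuclei) and 10.6% (7.16 to 15%) of the OLE microglia (28 nuclei). At resolution 0.6, another unnamed subcluster of 22 nuclei, 11 per library, was led by Pdlim7, Rnf112, Kcnt1 and Snhg11. Its median log2 fold was -2.25 for homeostatic and -0.996 for DAM markers. DAM-like nuclei then numbered 268 and homeostatic-like nuclei 232. At resolution 0.3 these 22 nuclei were not set apart, and they were not removed from the shares and scores. The thresholds for naming subclusters were set after the subclusters had been seen.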

To gain deeper insights into OLE-induced altered microglia functioning, we performed a deeper cluster analysis of microglia and identified three independent subclusters, corresponding to homeostatic, disease associated microglia (DAM), and infiltrating macrophage cells (Supplementary Fig. 6b). 

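A macrophage-like subcluster, led by F13a1, Mrc1, Dab2 and Cd163, held 13 nuclei, 5 from the vehicle and 8 from the OLE library. Whether these cells had infiltrated the tissue, as the paper's name for the class says, was not tested. The subcluster held 14 nuclei when log-normalized counts were clustered in place of SCTransform. These nuclei were left out of the shares and scores of microglia.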

Note that the latter group was excluded for subsequent analysis due to the low number of cells (i.e., 22 cells). 

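DAM-like nuclei made up 167 of 336 microglia in the vehicle library, or 49.7% (44.2 to 55.2%), and 126 of 264 in the OLE library, or 47.7% (41.6 to 53.9%). The difference was -1.98 percentage points, with an interval from -10.2 to 6.30 for counting error, so at this depth no difference in the share was detectable in either direction. Over DAM-like and homeostatic-like nuclei alone, a denominator chosen after seeing the data, the shares were 57.2% and 53.4%, a difference of -3.80 (-12.5 to 4.97). Without removal of doublets the difference was -3.49 percentage points over all these microglia and -5.85 (-14.6 to 2.98) over the 2 named subclusters, the largest move under the alternatives.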

We found that DAM and homeostatic ratios were not significantly altered in OLE treated mice (i.e., 54% of DAM in vehicle vs 55% of DAM in OLE treated mice) (Supplementary Fig. 6b). Similar results were obtained when microglia were hierarchically clustered using DAM DEGs (Supplementary Fig. 6c) and when the levels of expression of DAM genes were compared between treated and vehicle microglia (i.e., DAM score, pval = 0.82), albeit with a trend in DAM expression when previously published DAM signatures [59] were used instead (Supplementary Fig. 6c,d). Conversely, when microglia were hierarchically clustered using treatment DEGs, three independent subclusters were observed, which we termed yellow, blue and green, with yellow being particularly enriched for treated cells (Fig. 3A). 

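The DAM score used here was the mean log1p expression of 29 genes written from general knowledge of published DAM signatures, scaled from 0 to 1 over microglia. The scaling was done anew in each setting, so differences from different settings are not on the same scale. With every nucleus thinned to 1000 UMIs, which left out 3 nuclei in each library, the mean score was 0.296 (SD across nuclei 0.165, 333 nuclei) in vehicle and 0.364 (0.205, 261 nuclei) in OLE microglia. The difference was 0.0679. Without thinning, the means were 0.286 and 0.340, a difference of 0.0539. Of the list's genes, 8 are among those the paper calls differentially expressed in microglia from these libraries, and without them the difference was 0.0381, the largest move under any alternative. These calls were read from the first 277 of the 5972 genes of the paper's microglial table. In DAM-like microglia alone, 11 of 17 DAM marker genes with at least 50 UMIs were higher in the OLE library, with a median log2 ratio of 0.18 and a range from -0.91 to 1.01. The genes of the score had a median log2 ratio of 0.27 over all microglia.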

The yellow cluster was also enriched for cell-migration (“Glial cell migration” GO:0008347, pval 5.7 × 10^−4^) and plaque induced genes (PIGs) [60] (PIGs, pval 1.4 × 10^−95^) (Supplementary Table 8). Accordingly, when ranking cells using the levels of expression of PIGs, we observed that both yellow and treated cells showed higher PIG scores (Fig. 3B) and increased expression of a common set of plaque-induced genes, such as Complement C1q A Chain (*C1qa*) and Triggering Receptor Expressed on Myeloid Cells 2 (*Trem2*) (Fig. 3C, D). Together, these changes are suggestive of a stronger association of yellow and treated microglial cells with amyloid plaques.

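The PIG score was computed in the same way from 55 plaque-induced genes written from general knowledge, of which 17 are among the genes the paper calls in microglia from these libraries and 13 are shared with the DAM list. At 1000 UMIs per nucleus, the mean score was 0.233 (SD across nuclei 0.0882) in vehicle and 0.294 (0.116) in OLE microglia, a difference of 0.0617. Without thinning the means were 0.290 and 0.356, a difference of 0.0669. Without the genes the paper calls, the difference was 0.0380, the largest move under the alternatives. C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) had 662 UMIs in vehicle and 826 UMIs in OLE microglia, a log2 ratio of 0.60 (0.45 to 0.75). Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) had 556 and 658 UMIs, a log2 ratio of 0.52 (0.36 to 0.69). The 46 genes of the list with at least 100 UMIs in microglia had a median log2 ratio of 0.37, above all 10000 random lists matched on expression. In other cell types the list's median was 0.20 in glutamatergic-like (45 genes), 0.39 in GABAergic-like (22 genes), 0.31 in oligodendrocyte-like (21 genes), 1.03 in OPC-like (7 genes) and 0.40 in astrocyte-like nuclei (12 genes). No gene of the list reached its microglial level in glutamatergic-like or GABAergic-like nuclei. RNA from other cells was not removed, so the neuronal values are not shown to be expression of neurons. Yellow, blue and green clusters were not compared between the libraries here, because the genes that define them were chosen for differing between the libraries.

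**Figure D4:**
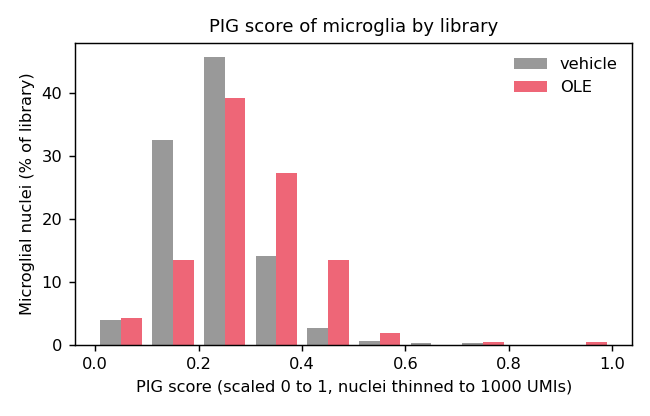
Distribution of the PIG score over 333 vehicle and 261 OLE microglial nuclei, each thinned to 1000 UMIs, as the percent of each library's nuclei in bins of 0.1. Scores from 0.1 to 0.2 hold 32.4% of the vehicle and 13.4% of the OLE nuclei, and scores from 0.4 to 0.5 hold 2.70% and 13.4%.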

**Fig. 3:**
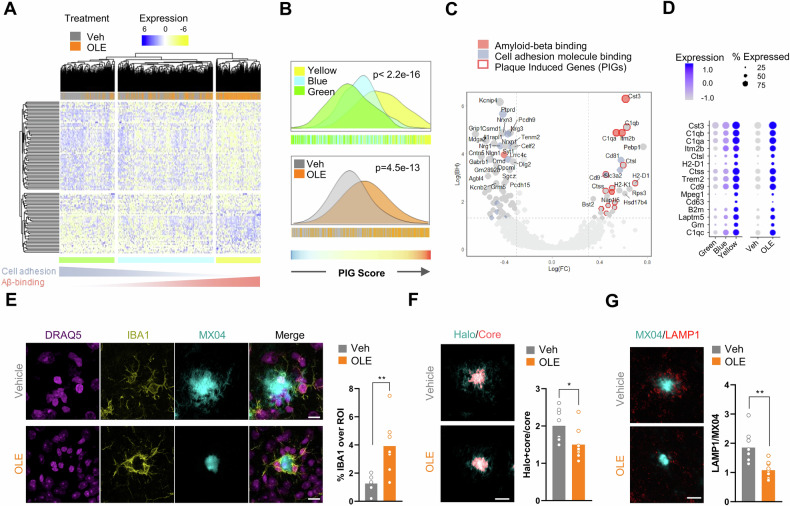
Microglia analysis in OLE treated APP/PS1 mice. **A** Heatmap clustering of microglia using OLE treatment DEGs. **B** Density plots of microglia according to the color-cluster, treatment and their relation with the PIG score; one-way ANOVA test. **C** Volcano plot showing microglia DEG in vehicle and OLE treated APP/PS1 mice. FC, Fold change. BH, Benjamini-Hochberg False Discovery Rate p-value correction. **D** Dot plot of the overlap between PIG and OLE upregulated and Yellow genes. **E** Left, representative IHC staining with methoxy-X04 (MX04, amyloid plaques) and Ionized calcium-binding adaptor molecule 1 (IBA1, microglia) of vehicle and OLE treated APP/PS1 mice. Scale bar, 50 µm. Right, quantification of IBA1 area within MX04 ROI. *n* = 6–7 per group, *p* = 0.0051; one-sided Student’s *t*-test. **F** Left, representative IHC image of amyloid plaque halo and dense core using low- and high-MX04 signal thresholds, respectively. Scale bar, 50 µm. Right, percentage of the halo area over the dense core. *n* = 8 per group, *p* = 0.0389; one-sided Student’s *t*-test. **G** Left, representative IHC image of MX04 and Lysosome-associated protein 1 (LAMP1) staining in amyloid plaques. Scale bar, 50 µm. Right, percentage of the LAMP1 area over to the dense core. *n* = 8–9 per group, *p* = 0.0132; one-sided Student’s t-test. Single values (animals) are represented by dots. Average values are represented by gray (vehicle) and orange (treatment) bars. *p < 0.05 and **p < 0.01.

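Several of the genes drawn as lower in OLE microglia in Fig. 3C are neuronal. In microglia-like nuclei, Kcnip4 had 2556 UMIs in the vehicle and 1830 UMIs in the OLE library (log2 ratio -0.20), Nrxn3 had 1413 and 1004 UMIs (-0.21) and Ptprd 2947 and 2136 UMIs (-0.18). These 3 genes were chosen from the figure after their values had been seen. A list of 28 neuronal genes took 1.11% of the UMIs of vehicle microglia (9773 UMIs) and 1.21% of those of OLE microglia (8804 UMIs), a log2 ratio of 0.13 (0.09 to 0.17). This rise rested on 9 OLE nuclei, against 2 vehicle nuclei, with over 100 UMIs of the list each. Without them, an alternative chosen after seeing the data, the ratio was -0.11 (-0.16 to -0.07), and the median microglial nucleus had 1.07% in the vehicle and 1.02% in the OLE library. In oligodendrocyte-like nuclei the log2 ratio of the list was -0.10 (-0.13 to -0.08), in OPC-like nuclei -0.02 (-0.06 to 0.02) and in astrocyte-like nuclei -0.06 (-0.11 to -0.01). In glutamatergic-like nuclei themselves the list took 3.89% in both libraries.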

To confirm this in silico association, we next performed a series of IHC assays. We stained amyloid plaques with Methoxy-X04 (MX04) and microglia with Ionized calcium-binding adaptor molecule 1 (IBA1). We measured the relative MX04 area occupied by IBA1, and observed an increased microglia association in OLE treated mice (Fig. 3E). Similar results were obtained when microglia were stained with CST3, the top microglia upregulated treatment DEG (Supplementary Fig. 7a). Then, we sought to determine whether the organization of amyloid plaques was also altered. Amyloid plaques are typically composed by a dense Aβ core surrounded by a halo of more soluble Aβ forms [61]. Microglia are known to be more effective at clearing the diffuse areas than the dense cores [62]. We observed that the relative size of the diffuse halo was particularly reduced in OLE treated mice (Fig. 3F, and Supplementary Fig. 7b, c). Next, since diffusible Aβ forms are also more reactive [4], we examined neuronal damage by staining with Lysosome-associated protein 1 (LAMP1), which is increased in dystrophic neurites associated with amyloid plaques [63], and observed a stronger LAMP1 area reduction in OLE treated mice (Fig. 3G, and Supplementary Fig. 7d,e). Together, these data suggest that OLE treatment effectively increases microglia association with amyloid plaques and reduces their size, number and toxicity.

### OLE treatment in vitro increases microglia Aβ chemotaxis and clearance, and neuronal viability against oxidative and unfolded protein stress

To support these observations on a functional level, we then performed a series of in vitro assays in primary cultures of microglial and neuronal cells. First, we measured Aβ chemotaxis in microglia using a transwell migration assay [64]. Briefly, APP/PS1 microglia were plated on a chamber sealed with a permeable membrane and their migration to a second chamber containing Aβ quantified (Fig. 4A). In line with the in vivo results, OLE treatment increased Aβ chemotaxis in cultured microglia (Fig. 4B). Second, we investigated whether OLE treatment also affected Aβ levels by ELISA, and observed that OLE treatment increases Aβ clearance (Fig. 4C).

**Fig. 4:**
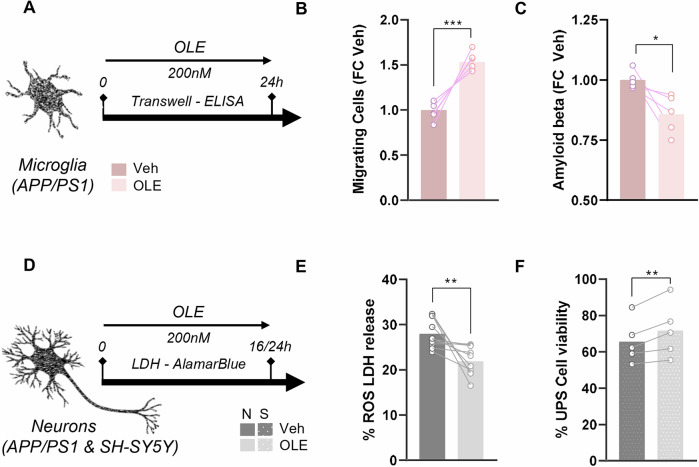
OLE treatment in microglia and neuronal cultures. **A** Schematics of microglia experiments. **B** Transwell assay of APP/PS1-derived primary microglia treated during 24 h with 200 nM OLE. *n* = 6 per group, *p* = 0.0007; one-sided Student’s *t*-test. **C** Amyloid-beta 40 (Aβ40) ELISA assays of APP/PS1-derived primary microglia cultures after 24 h of 200 nM OLE treatment. *n* = 5 per group, *p* = 0.0201; one-sided Student’s *t*-test. **D** Schematics of neuron experiments. N, primary hippocampal cultures derived from APP/PS1 mice. S, SH-SY5Y neuroblastoma cell lines. **E** LDH viability assay of APP/PS1-derived hippocampal neuronal cultures treated during 16 h with 150 µM H2O2 and 200 nM OLE. ROS, reactive oxygen species. *n* = 10 per group, *p* = 0.0048; one-sided Student’s *t*-test. **F** AlamarBlue cell viability assay of SH-SY5Y cells treated during 24 h with 10 µM thapsigargin and 200 nM OLE. UPS, unfolded-protein stress. *n* = 5 per group, *p* = 0.0084; one-sided Student’s *t*-test. Single values (experiments) are represented by dots. *p < 0.05, **p < 0.01, and ***p < 0.001.

Next, to determine whether the protective effects of OLE were exclusively mediated by microglia cells, we evaluated ROS damage in neurons, which is induced by Aβ [65] and increased in the surroundings of amyloid plaques [66]. We measured cell viability using the lactate dehydrogenase (LDH) activity assay [67] (Fig. 4D), and observed that OLE treatment also increases cell viability when subjected to ROS stress (Fig. 4E). Similar results were also observed in neuroblastoma SH-SY5Y cells with the AlamarBlue viability assay [68] (Supplementary Fig. 8 a,b). Lastly, we investigated whether OLE treatment also protects neurons against unfolded-protein stress (UPS), in accordance with the enriched pathways and DEGs (Fig. 2G and Supplementary Table 7). We used thapsigargin, which induces UPS by reducing the calcium-dependent chaperone activity [69], and observed that OLE treatment also increases cell viability when exposed to UPS (Fig. 4F). Similar results were obtained when SH-SY5Y cells were treated with tunicamycin, an inhibitor of protein glycosylation [69], to induce UPS (Supplementary Fig. 8c). These findings stipulate that OLE induces cell-type specific changes, particularly in microglia, where it increases amyloid chemotaxis and clearance, and in neurons, where it enhances the protection against ROS and unfolded-protein stress.

### OLE, but no other NAAA, induces microglia-mediated Aβ clearance in vitro

To determine whether other PM20D1-related NAAA could exert similar protective effects, we tested a series of commercially available NAAA, focusing on compounds with a similar fatty acid chain length and degree of unsaturation, as these characteristics largely determine their functional activity [14]. We also included oleic acid and leucine as additional controls (Supplementary Fig. 9 a, b). We measured microglia Aβ clearance, as the most salient AD-related phenotype, and observed that OLE, but no other NAAA, oleic acid or leucine alone, induced a significant increase in Aβ clearance after 24 h of treatment in vitro (Supplementary Fig. 9 c,d). Interestingly, arachidonoyl Serine (C20:4-Ser), a potent mitochondrial NAAA uncoupler [14], did not modify microglia Aβ clearance, suggesting that the observed effects are specific of OLE and most likely driven by non-mitochondrial uncoupling related mechanisms.

### OLE RNA expression signatures are conserved in human postmortem samples

Finally, to determine whether similar effects can be observed in human AD, we performed a series of transcriptomic analysis using publicly available data from postmortem AD brains (GSE33000, GSE15222 and GSE48350). First, since PM20D1 is upregulated in AD [8, 70], we tested if genes upregulated in mice were also increased in AD samples. We selected the DEGs represented in top identified pathways (Fig. 2E and Supplementary Table 9) and observed a significant increase of their expression in human AD brains, particularly in *PM20D1* high expression carriers (Fig. 5A and Supplementary Table 9). Similar results were obtained for top microglia DEGs, such as *CST3* (Supplementary Fig. 10a). Second, to investigate their association with amyloid plaques, we analyzed the expression of PIGs [60] as proxy of microglia interaction with amyloid plaques. OLE genes and PIG signatures were also highly correlated in human AD samples (Fig. 5B). Note that only non-overlapping genes were considered for the correlation. Similar results were obtained when alternative plaque-associated microglia markers, such as MER proto-oncogene tyrosine kinase (*MERTK*) [5] and C-Type Lectin Domain Containing 7 A (*CLEC7A*) [71] as well as when PM20D1 expression was considered instead (Supplementary Fig. 10b-f). Finally, to investigate whether OLE exert similar protective effects in human brains, we measured the expression of genes associated with cognitive reserve (CogRes) [72] and neurofibrillary tangle (NFT)-containing neurons [73] as proxies of cognition and neuronal damage, respectively, which are inversely correlated (Supplementary Fig. 10g). We found that CogRes genes were positively correlated with the expression of OLE genes, while NFT genes showed the opposite pattern (Fig. 5C, D and Supplementary Fig. 10h,i). Taken together, these results support the potential protective role of *PM20D1*/OLE in human AD.

**Fig. 5:**
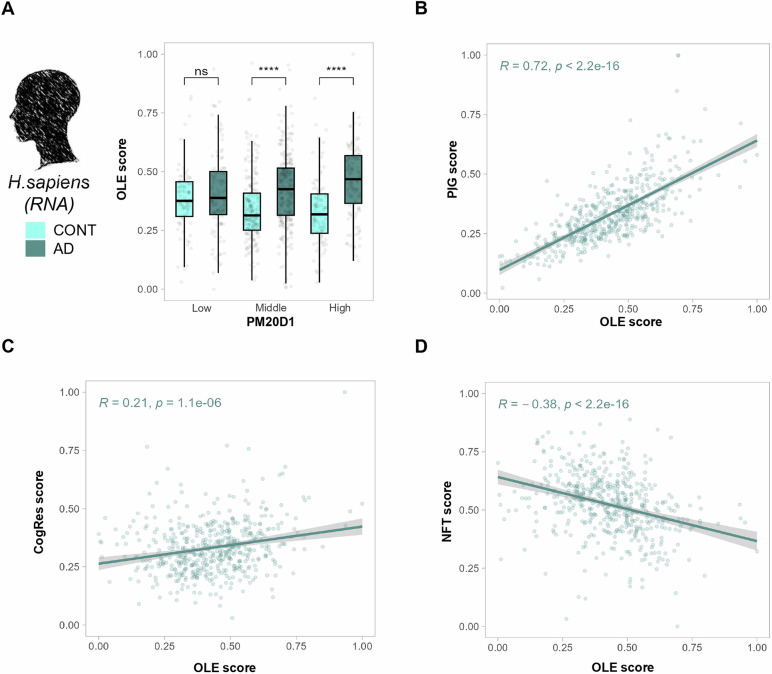
Human RNA expression signatures. **A** OLE score according to PM20D1 haplotype in AD and control postmortem brain samples. **B**–**D** Correlation between PIG, CogRes and NFT scores with OLE score in AD samples. a, *n* = 898, Wilcoxon test, ****p < 0.0001. **B**–**D**, *n* = 511, Spearman correlation. Data from GSE33000, GSE15222 and GSE48350.

## Discussion

Here, we show that the *PM20D1*-derived NAAA OLE improves AD pathologies in two independent models of AD, the GMC101 strain of *C. elegans* and the APP/PS1 mouse (Fig. 1), and provide mechanistic insights on its protective mode of action, namely by increasing microglia association with amyloid plaques and enhancing neuronal protection in mice (Figs. 2, 3 and Supplementary Fig. 6,7) and in vitro (Fig. 4 and Supplementary Fig. 8), with similar results in human AD patients (Fig. 5 and Supplementary Fig. 10), which, combined, support the protective role of PM20D1 in AD [8–13], and highlights the therapeutic potential of the OLE against AD.

PM20D1 was originally characterized as a bidirectional enzyme able to induce both, the synthesis and hydrolysis of NAAA. However, when PM20D1 is overexpressed in mice, it mostly increases NAAA levels [14] and PM20D1 and NAAA levels are also positively correlated in human PM20D1 expressing carriers [34]. Hence, PM20D1 activity in vivo seems to favor the condensation of NAAA, particularly of OLE [14, 34], which we used here. Note that PM20D1 can also facilitate the N-acylation of other species, such N-arachidonoyl dopamine, which protects against Parkinson’s disease [74]. Similar “reverse hydrolysis” has also been described for other NAAA-involved enzymes such as carnosine dipeptidase II (CNDP2), which favors the production of N-Lactoyl-Phenylalanine in vivo [75], and aminoacylase I (ACY1) and fatty acid amide hydrolase (FAAH) [40], which can also induce NAAA synthesis in vitro. Other enzymes such as Cytochrome P450 4F2 (CYP4F2) also participate in NAAA availability [76]. Actually, NAAA have previously been described as compounds with anti-inflammatory, neuroprotective and mitochondrial uncoupling activity [14, 37, 77]. They are increased by cold-exposure [14], sleep [78], and physical exercise [75], and enriched in nuts [79] and Korean fermented food Kimchi [80], all of which reduce inflammation [81–85], and improve AD pathologies and phenotypes [86–90]. NAAA might also exert protective effects against AD by mimicking the effects of caloric restriction [91] and ketogenic diet [92] through mitochondrial uncoupling [14], or by decreasing phenotypes associated with AD, such as obesity [14, 16–19] and diabetes [14, 15], through improvement of glucose and insulin metabolism [14].

Our results support the role of OLE in modulating inflammatory responses and, in particular, in modifying microglia (Figs. 2–4). We did not observe any significant enrichment in genes associated with mitochondria and/or metabolic activity, although the increase in the expression of *Atp2a2*, which is involved in autophagy in response to starvation [93], and the increase in *Hsd17b4*, which senses NAD+ levels [94], and regulates M1 to M2 macrophage transition [53], may indicate a compensatory effect to mitochondrial uncoupling in neurons and a metabolic shift in AD microglia [95], respectively (Fig. 2e). Genes such as *Hsp90ab1*, which protects neurons against unfolded protein stress [57], and *Slc3a2*, which increases microglia amyloid phagocytosis [54], were also up-regulated in OLE treated mice (Figs. 2e and 3c) which, together with ATP2A2 and HSD17B4, have also been shown to interact with NAAA [14]. Other pathology-relevant genes such as *Cst3* and *Itm2b*, whose mutations cause familiar forms of amyloidosis, and whose overexpression protects against AD [51, 52], and *Hspa5*, which protects against learning and memory deficits in TAU mouse models of AD [58], were also upregulated in APP/PS1 OLE treated mice. Whether these interactions are necessary and sufficient to protect against AD, or whether they can be exploited to improve current therapies for the disease deserves further attention now.

Although this study shows promising neuroprotective effects of an OLE treatment against AD, the following limitations and open questions remain. First, as the treatment was applied systemically, it can exert a series of primary and secondary actions. While our analysis focused on the most responsive cell types, it did not address the possibility of their interactions. Our results indicate that microglia association with amyloid plaques was correlated with the reduction of their size, but also with the decrease of the neuronal damage. The lack of overlap between DEGs from different cell types (Fig. 2B), the strong decrease in LAMP1 staining in vivo (Fig. 3G and Supplementary Fig. 7d, e) and the observed NAAA neuroprotection in vitro (Fig. 4D–F and Supplementary Fig. 8), indeed suggest the co-existence of other cell-type-specific effects. Whether OLE primarily affects microglia, with functional consequences on the rest, or whether it exerts distinct effects on different cells requires further investigations. Second, it remains unclear whether the OLE is the only neuroprotective one among the NAAA, which result of the conjugation of a myriad of fatty acids and amino acids. Here, we focused on OLE due to its good tolerance in vivo and the strong correlation between OLE and PM20D1 levels in humans [34] and mice [14]. While no other tested NAAA exhibited similar effects in vitro (Supplementary Fig. 9), additional NAAA may yield different outcomes, particularly in vivo. Finally, it remains to be determined whether OLE also protects against tau pathologies and neurodegeneration, as both the GMC101 strain of *C.elegans* and APP/PS1 mice lack these AD hallmarks. Notwithstanding, our data suggest that this may be the case, namely because of the higher cognition and lower NFT scores in human patients (Fig. 5) and because OLE treatment increases cell viability against ROS and unfolded-protein stress (Fig. 4), both of which participate in TAU pathology [96, 97]. Whether OLE treatment protects and/or modifies disease progression in human AD patients surely deserves further testing.

In sum, our results support the use of OLE as a therapeutic agent against AD and provide insights into its mechanism of protection, both of which may contribute to the development of more efficient therapeutic strategies to counteract the progression of the disease.

## Materials and methods

### Mice

APP/PS1 mice were acquired from The Jackson Laboratory (Bar Harbor, Maine, USA) (JAX, 005864) and breed in specific-pathogen free (SPF) conditions with a 12-h light–dark cycle, temperature 19–23 °C and humidity 40–70%. Cages were located in ventilated racks and equipped with non-aspen wood bedding and a paper roll. Mice had *ad libitum* access to food and water. Experimental mice were obtained from crosses between transgenic males with WT females. Littermates were distributed into cages so that all contained both genotypes, and cages randomly assigned to treatment or vehicle groups. Only males were used for consistency with our previous *PM20D1* research [8]. OLE (60 mg) and/or vehicle (1 ml DMSO) was administered in alkaline drinking water (250 ml) from 15 to 18 months of age. Mice were handled 5 min/day during five consecutive days the week before assaying cognition. For behavioral experiments, mice were placed in the experimental room one hour before testing. All experiments were conducted in the morning. The novel object recognition (NOR) test was conducted in an open field arena of 42 × 30 cm. On the first day, mice were habituated for 10 min to the open arena. On the second day, mice were placed for 10 min in the arena with two identical objects, and the time exploring each object was automatically recorded using Ethovision (Noldus, Wageningen, the Netherlands). On the third day, one of the two familiar objects was replaced by a novel object. The time exploring each of the objects was recorded and an object recognition index was calculated as the time spent exploring the novel object divided by the total time spent exploring the two objects (RI = time_novel_ / time_novel_ + time_familiar_ object). The Morris water maze (MWM) was conducted in a pool of 120 cm of diameter and virtually divided in four equivalent quadrants: north (N), south (S), east (E) and west (W), with a 1 cm submerged escape platform (12 cm in diameter) in the W quadrant. The pool was full of opaque water and surrounded by distal visual cues. Four trials per day during four consecutive days were performed. Starting position of the animals was alternated between trials and the inter-trial time maintained between days. Mice were allowed to swim for 120 s and were guided to the platform if they failed to find it during the trial time. On the fifth day, the escape platform was removed and animals were place in the opposite platform location. Cumulative and average distance to the platform were automatically recorded (Ethovision, Noldus) and used to calculate cognitive performance as recommended for aged mice [98, 99]. The experimenter was blinded to the mice’s genotype and treatment during the cognitive tests. The exclusion criteria were defined a priori to ensure consistency across behavioral assessments. For the NOR test, mice that failed to explore each object for at least 10 seconds were excluded. Experiment started with 12 WT vehicle, 11 WT treatment, 12 APP/PS1 treatment, and 16 APP/PS1 treatment. One WT vehicle and one APP/PS1 treatment mouse were excluded. For the MWM test, mice that failed to reach the platform during visual platform training or did not learn the task (e.g., exhibiting floating or thigmotaxis) were excluded. Experiment started with 12 WT vehicle, 11 WT treatment, 12 APP/PS1 treatment, and 16 APP/PS1 treatment. One WT treatment, two APP/PS1 vehicle, and two APP/PS1 treatment mice were excluded. Additionally, one WT and one APP/PS1 treatment mouse were found dead and not completed the MWM experiment. Body weight and overall health of mice was assessed weekly. Human endpoints included a reduction in body weight of more than 20% and obvious signs of pain-distress [100]. No experimental mouse met the human endpoint criteria. Upon completion of the behavioral tests, mice were sacrificed. One hemisphere was freshly dissected and snap frozen for molecular biology experiments and the other hemisphere dedicated to immunohistochemistry (IHC) assays. Total Aβ was measured using Amyloid beta 40 and 42 ELISA Kits (Invitrogen). All animal procedures were conducted according to the Switzerland’s and Spain’s licenses VD2875 and 2020/VSC/PEA/0151, respectively.

### C.elegans

*C. elegans* were cultured at 20 °C on nematode growth medium (NGM) agar plates seeded with *E. coli* strain OP50 unless stated otherwise. The strain used in this study was GMC101 (unc-54p::A-beta-1-42::unc-54 3′-UTR + mtl-2p::GFP) [41], which was provided by the Caenorhabditis Genetics Center (University of Minnesota). The strain CL2122 was outcrossed 3 times in the N2 background, and subsequently used in the control experiments reported herein. OLE was dissolved in DMSO and added just before pouring the plates. For phenotyping experiments, L4 worms were allowed to reach adulthood on the treatment plates. The worms were therefore exposed to the compound during adulthood until death, or up to 8 days. For protein analysis experiments, synchronized L1 worms were exposed to the compounds until harvest. Worms were harvested at day 1 to avoid any bias caused by worm’s death. To ensure a permanent exposure to the compound, plates were changed twice a week. Mobility assay was performed as described [101], starting from day 1 of adulthood, using the Movement Tracker software. For paralysis score, L4 worms were allowed to reach adulthood on the treatment plates. Worms were manually scored for paralysis after poking, as already described [41]. Worms that were unable to respond to any, repeated stimulation, were scored as dead.

### Primary cultures

Primary hippocampal neuron cultures derived from post-natal day 0 (P0) APP/PS1 mice were cultured in media consisting of Neurobasal (Invitrogen, Waltham, Massachusetts, USA), B27 supplement 4% (Invitrogen), L-glutamine (50 mM) (Invitrogen) and penicillin/streptomycin 1% (Invitrogen) (0.2 ml per well) on 96 wells plates (2.5 × 10^4^ cells per well) coated with Cultrex poly-L-lysine (Trevigen, Kampenhout, Belgium). On day in vitro 14 (DIV14) 200nM [14] OLE (Cayman, Ann Arbor, Michigan, USA) or vehicle (ethanol) was added, cells treated with 100 µM H_2_O_2_ during 16 h and cell viability measured by LDH release assay (Promega, Madison, Wisconsin, USA). Primary astrocyte-microglia cultures derived from P3 APP/PS1 mice were cultured in MEM media (Gibco, Grand Island, New York, USA) supplemented with 4% L-glutamine (50 mM) (Invitrogen), penicillin/streptomycin 1% (Invitrogen) and 10% FBS (Cultek, Madrid, Spain) on 75 cm^2^ flasks (2 × 10^6^ cells). After two weeks of culture, microglia were harvested by gentle shaking. For transwell experiments, microglia were seed on 24 well transwell plates (Corning) (6 × 10^4^ cells per well) in a total volume of 150 µl (upper chamber, insert 6,5 mm transwell 8,0 µm pet mem), with 800 µl of conditioned Aβ media obtained from primary cultures derived from APP/PS1 mice at DIV14 (lower chamber). OLE 200 nM or vehicle (ethanol) was added at the moment of seeding the cells. Next day, migrated cells were stained with DAPI, images acquired with the Motic AE31E microscope and quantified with Image J. For Aβ clearance experiments, microglia were seed on 96 well plates (2 × 10^4^ cells per well), coated with poly-D-lysine (Trevigen), and cultured with the media supplemented with GM-CSF 0.25% (Sigma, Burlington, Massachusetts, USA) during two days (0.2 ml). On day three, equal amounts of conditioned Aβ media (10 µl), plus 200 nM of OLE, C20:4-Ser (Cayman), C16:0-Asp (Cayman), C18:1-Gly (Cayman), Oleic acid (Cayman), Leucine (Cayman) or vehicle (ethanol, DMSO or water), was added on the cells. On the fourth day, media was collected and remaining Aβ measured using the Amyloid beta 40 ELISA Kit (Invitrogen Novex).

### Cell lines

SH-SY5Y human neuroblastoma cells were cultured in media consisting of 4.5 g/L glucose Dulbecco Modified Eagle Medium (DMEM) (Biowest, Nuaillé, France) supplemented with 15% FBS (Corning, Corning, New York, USA), 2 mM L-glutamine (Gibco) and 100 mg/ml penicillin/streptomycin (Gibco) (0.1 ml per well) on 96 wells plates (1 × 10^4^ cells per well). On the next day, 200 nM OLE or vehicle (DMSO) was added, cells treated with 10 µM Thapsigargin (Fisher Scientific, Waltham, Massachusetts, USA) or 150 µM Hydrogen peroxide (Fisher Scientific) during 24 h, and cell viability measured using AlamarBlue assay (Invitrogen). The SH-SY5Y cell line was obtained from the American Type Culture Collection (ATCC, CRL-2266) and was routinely screened for mycoplasma contamination on a monthly basis.

### Synthesis of N-Oleoyl-Leucine

To produce OLE, a solution of Leucine (1 eq.) in acetone and water (1:1) was mixed with K2CO3 (2 eq.) and oleoyl chloride (1.5 eq.) at 0 °C. Then, the mixture was stirred at room temperature overnight. The reaction was then acidified with 1 M HCl until pH4. The reaction mixture was extracted with ethyl acetate, and the organic layer was washed with brine (2 × 200 mL) and dried over anhydrous Na2SO4. The solvent was dried under reduced pressure, and the crude product was purified on silica gel. The product was eluted at 30% of ethyl acetate in hexane, and oleoyl leucine was obtained as a sticky white solid (yield ~60%). 1H Nuclear Magnetic Resonance (NMR) (400 MHz, CDCl3) δ 10.43 (s, broad, 1H), 6.19 (d, J = 8 Hz, 1H), 5.34-5.31 (m, 2H), 4.64-4.59 (m, 1H), 2.25 (t, J = 4 Hz, 2H), 2.01-1.97 (m, 4H), 1.72-1.57 (m, 5H), 1.28-1.25 (m, 20H), 0.95-0.85 (m, 9H). 13 C NMR (CDCl3, 100 MHz) δ 176.51, 174.23, 50.88, 41.25, 36.47, 31.91, 29.77, 29.72, 29.53, 29.25, 29.19, 29.17, 27.23, 27.19, 25.68, 24.91, 22.86, 22.69, 21.89, 14.12. Electrospray Ionization Mass Spectrometry (ESI-MS), calculated for C24H46NO3 [M + H] + : 396.34, found: 396.41. For the synthetic scheme, 1H and 13 NMR, and ESI-MS analysis see Supplementary Fig. 1.

### snRNA-Seq

Frozen brain tissue was homogenized in 6 mL Solution D (Sucrose 0.25 M, KCl 25 mM, MgCl2 5 mM, Tween20 0.1%, Tris-HCl 20 mM pH:7.5; plus 1U/µl RNase inhibitor [Promega]) on ice and centrifuged for 5 min at 500 g at 4°C. Pellets were resuspended in 4 ml Solution D, plus 2 ml Optiprep (Proteogenix, Schiltigheim, France), mixed gently, and centrifuged for 10 min at 1500 g at 4°C. Finally, pellets were resuspended in 1X PBS with 0.04% BSA (Merck. Darmstadt, Germany), samples filtered (20 µm) and diluted to 1000 nuclei per microliter. Entorhinal cortex samples from five mice were pooled. Libraries were constructed using Chromium SingleCell 3′Reagent Kit v3 chemistry (10X Genomics, Pleasanton, California, USA) and sequenced using the NextSEq. 500 (v2.5). Cellranger count (CellRanger v3.0.1) aligned FASTQ files to the mm10 pre-mRNA genome. Seurat (v4.0.4) was used to calculate quality-control metrics, remove doublets, normalize data (SCTransform) and UMAP clustering. Cell type prioritization was performed using Augur method. Differential expression analysis was performed for each cell type using the logistic regression framework in Seurat’s FindMarkers. P-values were corrected using the False Discovery Rate Benjamini-Hochberg method. Genes were considered differentially expressed when log fold-change was greater than 0.25 and adjusted p-value smaller than 0.05. Pathway analysis was performed using gProfiler [102]. PIG and DAM scores represent scaled values of the mean Log1p expression of corresponding genes.

### Immunohistochemistry

Immunohistochemical analysis were performed on OCT embedded brains sections. Briefly, brains were fixed with 4% paraformaldehyde (PFA) for 18 h, cryoprotected with saccharose 30% for 48 h, and OCT-embedded for sectioning at 5-30 µm using the Slee MNT Cryostat. Tissue sections were blocked with BSA 3% and 0,1% Triton X-100, and incubated with the following primary antibodies: CST3 (1:200, R&D systems, Minneapolis, Minnesota, USA, AF1238), IBA1 (1:1 000, FUJIFILM Wako, Osaka, Japan, 019-19741), and LAMP1 (1:100, BD biosciences, Franklin Lakes, New Jersey, USA, 553792), and the corresponding secondary antibodies. For CST3 and LAMP1 staining, primary antibodies were incubated at 4°C overnight. For IBA1 staining, primary antibody was incubated at room temperature in presence of 5% newborn calf serum. Amyloid plaques were stained with Methoxy-X04 (Abcam, Cambridge, UK). Images were acquired with the confocal microscopes Olympus FV1 000 IX81, Leica SPEll, and Zeiss LSM 880-Airyscan, and Thunder Imager Inverted Microscopy, and analyzed with ImageJ and Imaris Software.

### Western blot

For worms, a total of ≈1000 worms were collected and lysed by sonication with RIPA buffer containing protease and phosphatase inhibitors (Roche, Basel, Switzerland). For mice, entorhinal cortex samples were lysed by sonication with laemmli buffer (50 mM Tris, 2% SDS, 2% Glycerol, 0.02% Bromophenol blue, pH 6.9). The concentration of extracted protein was determined by using the Bio-Rad DC Protein Assay (Hercules, California, USA) and 5% Mercaptoethanol was added prior loading. Equal amounts of protein (15–30 µg/lane) were separated by SDS–PAGE (10–15%) and transferred onto nitrocellulose and polyvinylidene difluoride (PVDF) membranes (Amersham, GE Healthcare, Chicago, Illinois, USA), respectively. Ponceau S staining (Sigma-Aldrich) was used for monitoring protein loading and transference. Nonspecific binding was blocked by incubation in 5% nonfat milk (worms) or 5% bovine serum albumin (mice) in phosphate-buffer saline containing 0.1% Tween (PBS) for 1 h at room temperature. Membranes were incubated overnight at 4 °C with the primary antibody rabbit anti-APP (6E10, Biolegend; Y188, Abcam) in PBS with 3% nonfat milk or 5% BSA in each case, and 1 h in the corresponding horseradish-peroxidase-conjugated secondary antibody. Immunocomplexes were revealed by an enhanced chemiluminescence reagent (ECL Advance, Amersham, GE Healthcare). Densitometric quantification was carried out by using ImageJ software. Each immunoblot experiment containing was repeated six times.

### RNA expression

RNA expression data from control and Alzheimer’s disease postmortem brain samples were obtained from the NCBI Gene Expression Omnibus (GEO) database (GSE33000, GSE15222 and GSE48350) and analyzed using R software (http://www.R-project.org). Z-score normalization was applied prior to merging. Samples were stratified in three segments according to the corresponding high, mid, and low expression PM20D1 haplotype – using the centroid-based clustering (K-means) method – as previously described [8]. N-oleoyl-L-Leucine (OLE), Plaque-induced gene (PIG), cognitive reserve (CogRes) and neurofibrillary tangle (NFT) scores were calculated as the average of the scaled expression values (range 0 and 1) of the corresponding genes. OLE genes were obtained from Fig. 2e (i.e., upregulated genes in biologically relevant pathways). PIG genes were obtained from Table S3 (Purple module) Chen et al. [60]. CogRes genes were obtained from TableS2 Yegla and Foster [72]. NFT genes were obtained from TableS2 (upregulated genes in at least four of excitatory clusters 1, 2, 3, 7 and 10) Otero-Garcia et al. [73]. The datasets obtained from the GEO database, were fully anonymized, and therefore did not require ethics approval.

### Study design and Statistical analysis

This study aims to provide evidence and mechanistic insight of PM20D1-OLE protection against AD, using a combination of GMC101 *C.elegans* and APP/PS1 mouse animal models, and behavioral, molecular and single-cell RNA sequencing tests. This approach concluded that PM20D1-OLE protects against AD through a mechanism that implies a higher microglia association with amyloid plaques. These results were then validated using IHC, in vitro experiments, and publicly available human postmortem RNA datasets. For all the experiments, sample sizes were determined on the basis of previous experience [8, 44]. For each experiment, the number of experimental unique replicates is specified in the figure legend. Behavioral and molecular analysis were performed by investigators blinded to genotype/treatment. Gene expression and in vitro analysis were performed unblinded. Statistical analysis was done using R software and Prism 8.0 (GraphPad, Boston, Massachusetts, USA) as described in the figure legends. Normality and homogeneity of variance were tested using Shapiro-Wilk and Levene’s tests. All experimental data points were included in the analysis.

## Supplementary information

Revised supplementary figures 1-10

Supplementary tables 1–9

Original Data

Full length uncropped original western-blot membrane used in Supplementary figure 3

Full length uncropped original western-blot membrane used in Supplementary figure 5

## Data Availability

The raw data generated in this study is available in the Gene Expression Omnibus repository (GSE214352) and the analysis code upon request.

# Supplementary material for: The PM20D1-OLE pathway induces microglia rewiring to ameliorate Alzheimer disease
**Source:** Cell Death Dis. 2026 Apr 27;17(1):561. doi: 10.1038/s41419-026-08791-1
**Supplement:** Supplementary file 1 — Revised supplementary figures 1-10

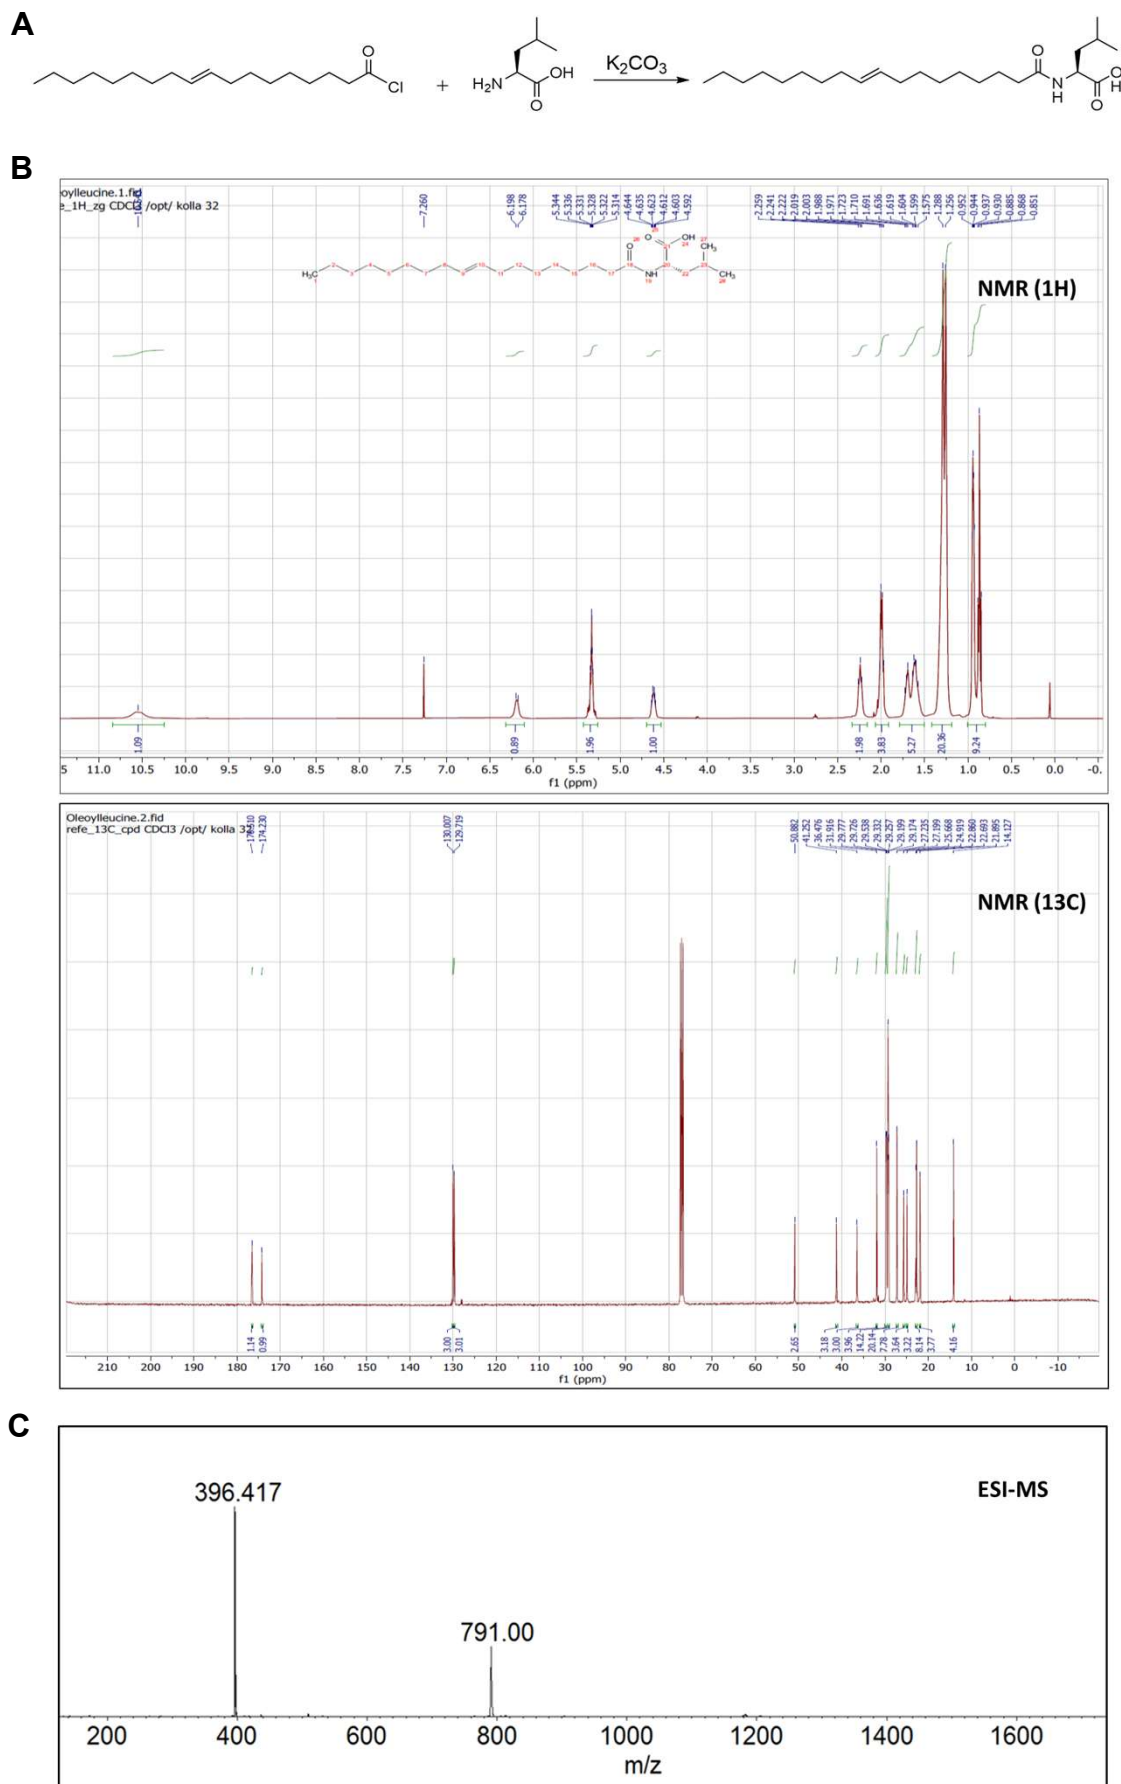

**Supplementary Fig. 1 | Synthesis of N-Oleoyl-Leucine. (A)** Synthetic scheme. **(B)** Nuclear Magnetic Resonance (NMR) analysis of N-Oleoyl-Leucine, <sup>1</sup>H NMR (top) and <sup>13</sup>C NMR (bottom). **(C)** Electrospray Ionization Mass Spectrometry (ESI-MS) analysis of N-Oleoyl-Leucine.

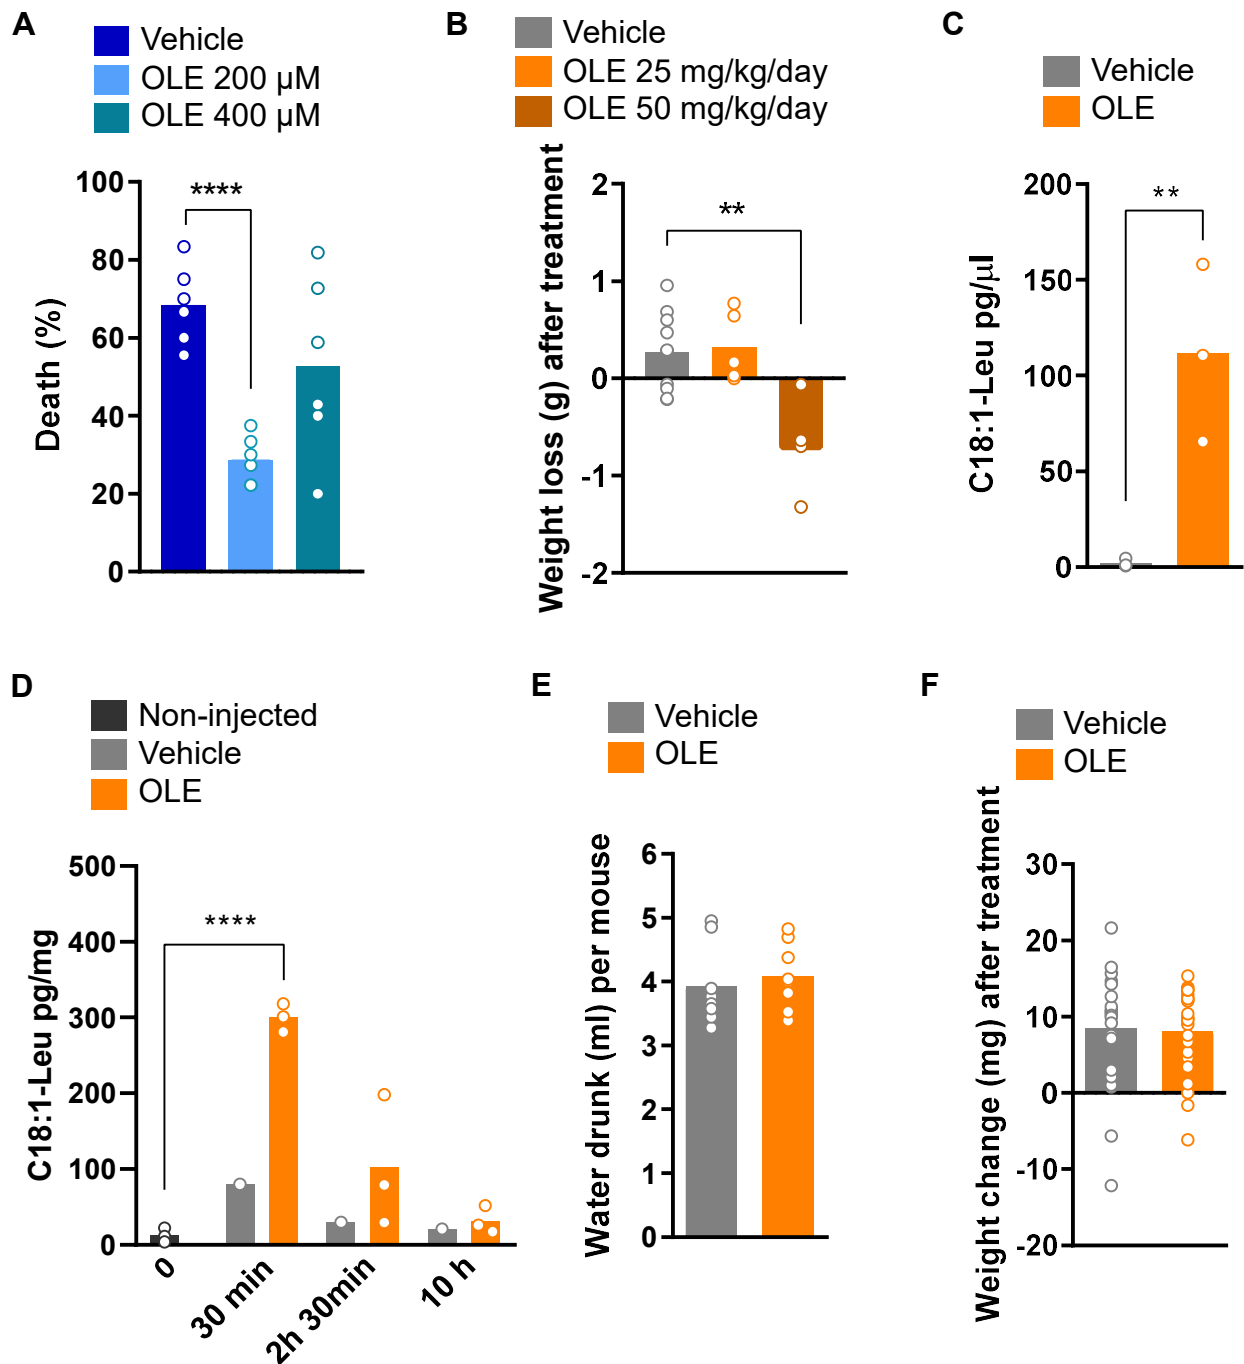

**Supplementary Fig. 2 | OLE dose, absorption, blood brain barrier (BBB) and consumption tests.** (A) GMC101 *C.elegans* survival at day 8 in presence of vehicle (DMSO) and OLE at 200 and 400 $\mu$ M. For death score, 45 L4 worms were allowed to reach adulthood on the treatment plates. Experiment was repeated six times.  $p < 0.0001$ . (B) APP/PS1 mouse weight loss after two weeks of treatment with vehicle, 25 or 50 mg/kg/day OLE.  $n = 4-10$  per group,  $p = 0.0016$ . (C) OLE pg per  $\mu$ l of plasma after 1 h of per oral (p.o.) administration of OLE 25mg/kg and/or vehicle (DMSO) measured by UHPL Exion LC Series (SCIEX) associated with a TripleTOF 6600+.  $n = 3$  samples per group.  $P = 0.0075$ . (D) OLE pg per mg of tissue (entorhinal cortex) after 30 min, 2 h and 30 min and 10h of intraperitoneal (i.p.) injection of OLE 25mg/kg and/or vehicle (DMSO).  $n = 3$  samples per group.  $p < 0.0001$ . (E) No differences in water consumption were observed in APP/PS1 mice after three months of 25 mg/kg/day OLE treatment.  $n = 8$  per group,  $p = 0.5976$ ; two-sided Student's t-test. (F) No differences in body weight were observed in APP/PS1 mice after three months of 25 mg/kg/day OLE treatment.  $n = 27$  per group,  $p = 0.8182$ ; two-sided Student's t-test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$  one-sided Student's t-test.

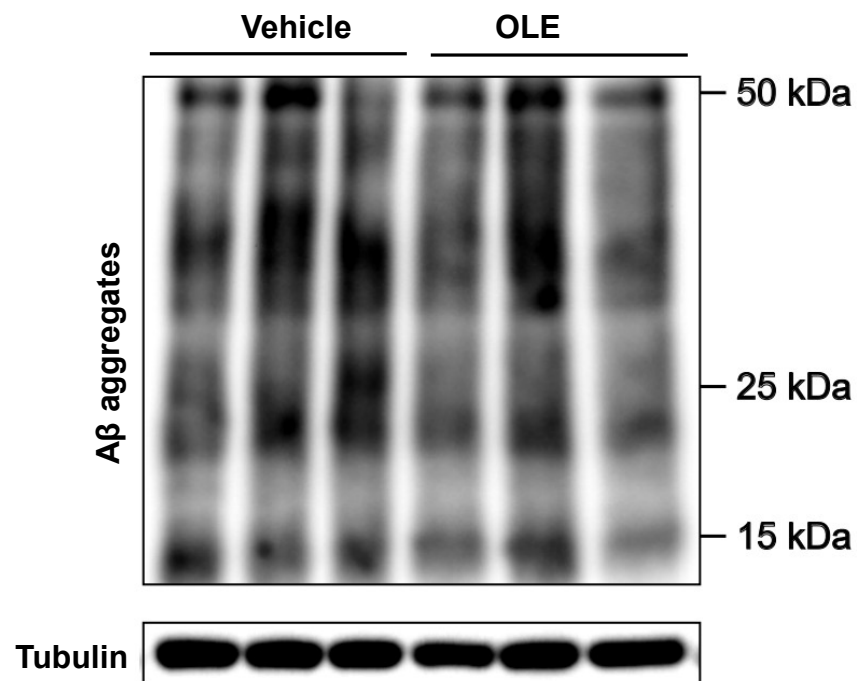

**Supplementary Fig. 3 | Representative western-blot (WB) of amyloid beta (A $\beta$ ) aggregation in OLE and vehicle treated GMC101 *C. elegans*.** Each WB line represents one vehicle or treated plate containing ~1000 worms.

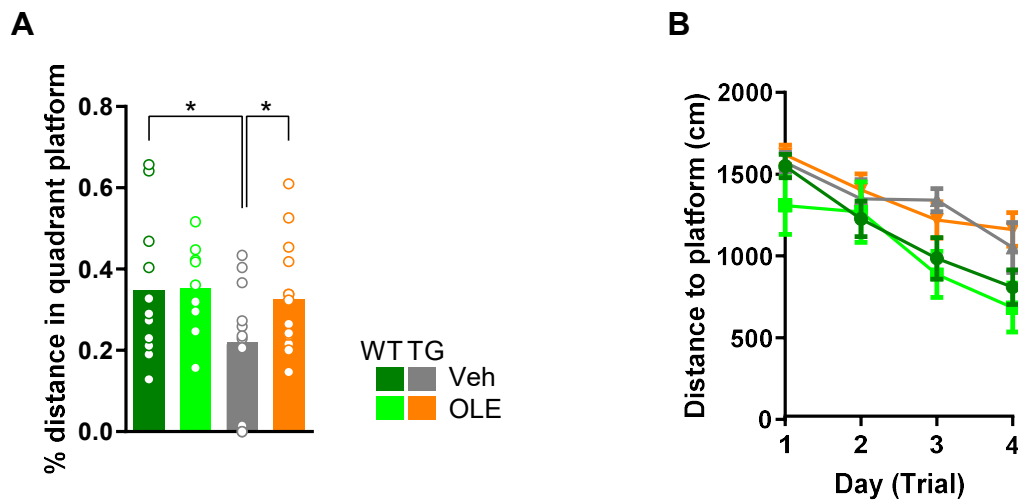

**Supplementary Fig. 4 | OLE treatment characterization in APP/PS1 transgenic (TG) mice. (A)** Similar differences between wild-type (WT) and vehicle and OLE treated APP/PS1 (TG) mice were observed when distance in the right quadrant platform was considered in the memory phase of the Morris Water Maze (MWM).  $n=9-14$  per group,  $p=0.0445$  for TG vehicle vs WT vehicle and  $p=0.0413$  for TG treatment vs TG vehicle; one-sided Student's t-test. **(B)** No differences were observed in the learning phase of the MWM between OLE and vehicle treated APP/PS1 mice.  $n=11-15$  per group,  $p=0.8034$ ; two-way ANOVA test. Single values represent different animals.  $*p<0.05$ .

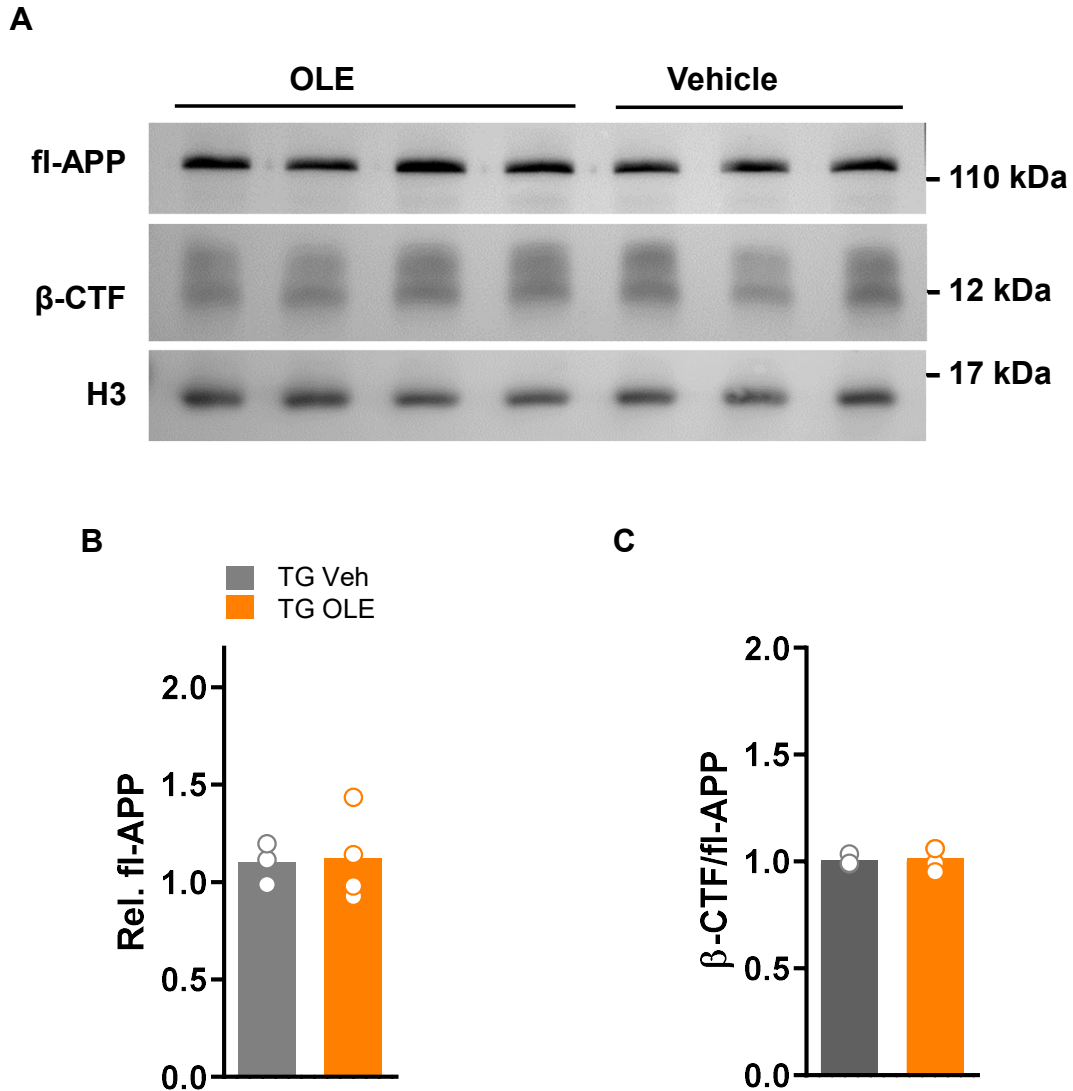

**Supplementary Fig. 5 | APP levels and processing in OLE treated APP/PS1 mice. (A)** Western-blot (WB) analysis of APP expression and cleavage using APP Y188 antibody. Equal amounts of protein (20 µg/lane) were separated by SDS-PAGE (15%) and transferred onto polyvinylidene difluoride (PVDF) membranes of 0.2µm (Amersham, GE Healthcare) using BioRad wet-transfer system for 18 h at 12V. Ponceau S staining (Sigma-Aldrich) was used for monitoring protein loading and transference. Nonspecific binding was blocked by incubation in 5% bovine albumin serum (BSA) in phosphate-buffer saline containing 0.1% Tween (PBS) for 1 h at room temperature. Membranes were incubated overnight at 4 °C with the primary antibody rabbit anti-APP (Y188, abcam) in PBS with 3% BSA and 1 h in the corresponding horseradish-peroxidase-conjugated secondary antibody. Immunocomplexes were revealed by an enhanced chemiluminescence reagent (ECL Advance, Amersham Biosciences). Densitometric quantification was carried out by using ImageJ software. Each immunoblot experiment containing was repeated three times. **(B)** Densitometric analysis of full-length (fl-APP) in (a). **(C)** Ratio between beta C-terminal APP fragment (β-CTF) and fl-APP in (A). n= 4 samples per group. p=0.8904 and p=0.7804; one-sided Student's t-test for (B) and (C), respectively. Histone 3 (H3) is used as loading control.

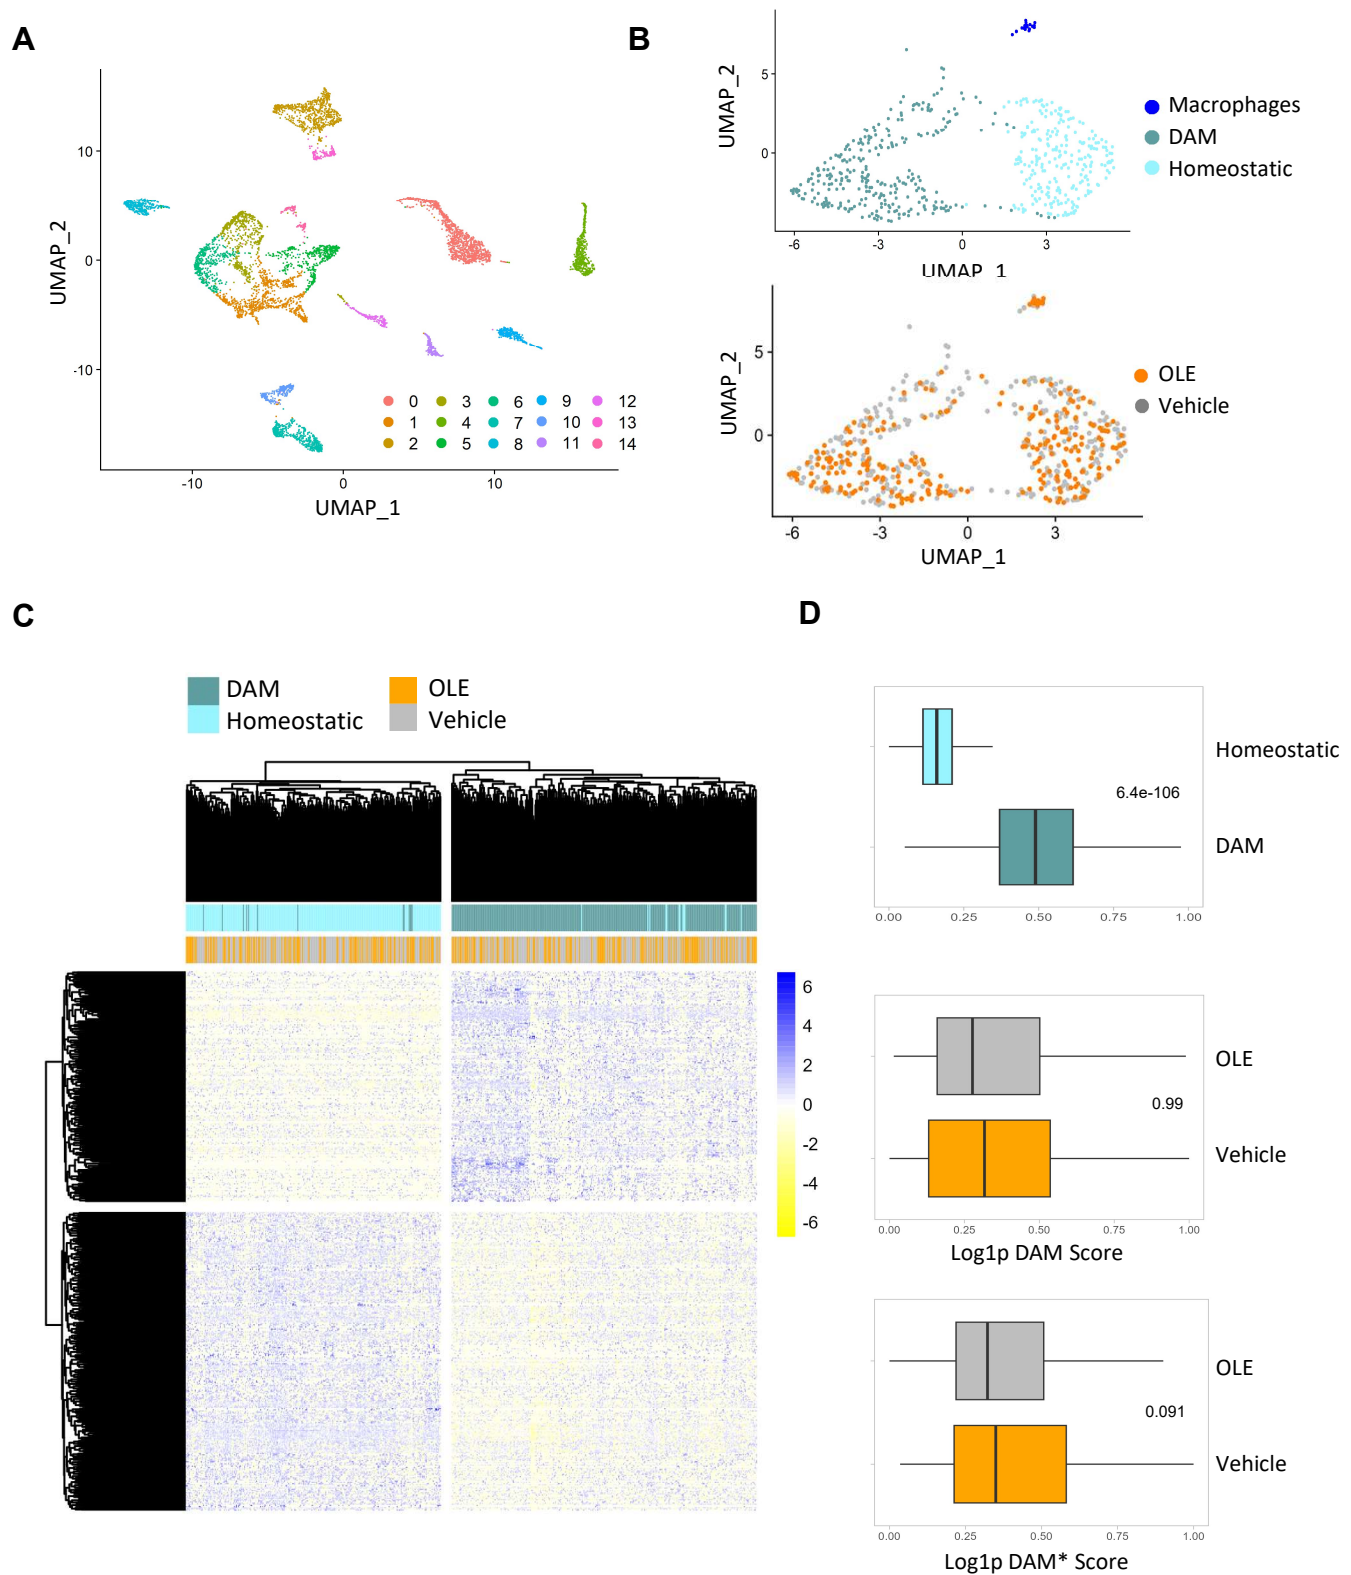

**Supplementary Fig. 6 | Single-nuclei RNA sequencing (snRNAseq) characterization of entorhinal cortex samples obtained from vehicle and OLE treated APP/PS1 mice. (A)** UMAP clustering colored by cell cluster. **(B)** UMAP clustering of microglia colored according to the identified subclusters (top) and treatment (bottom); Homeostatic microglia, disease associated microglia (DAM) and macrophages. **(C)** Heatmap clustering of microglia using DAM vs Homeostatic DEGs. **(D)** DAM score – as a proxy of DAM phenotype – comparison between Homeostatic and DAM cells (top) and between OLE and vehicle treated microglia (middle) using our DAM signature. Bottom, OLE and vehicle treated microglia DAM score comparison using published Keren-Shaul (\*) et al signature<sup>57</sup>; two-sided Student's t-test.

**A**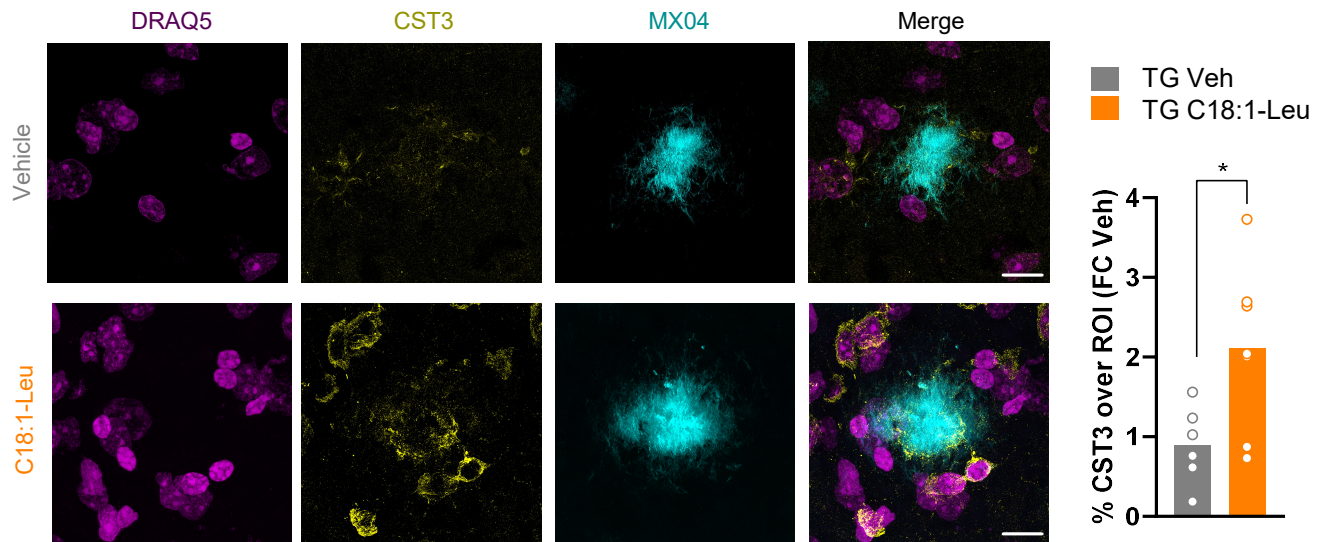**B**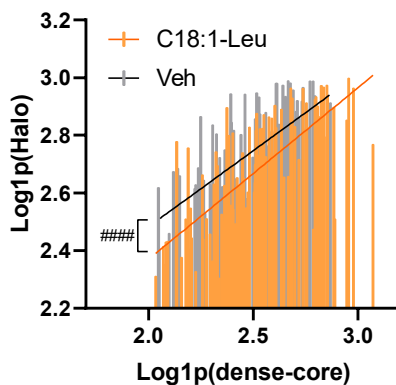**C**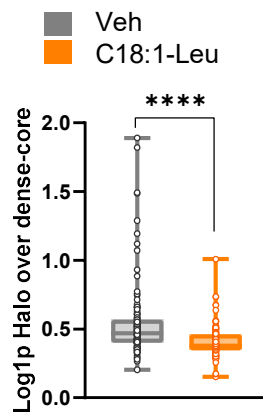**D**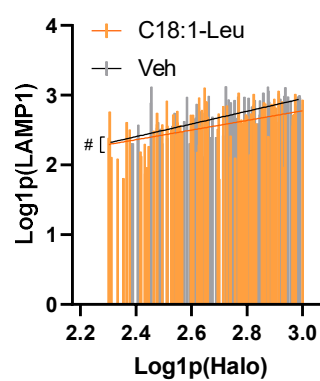**E**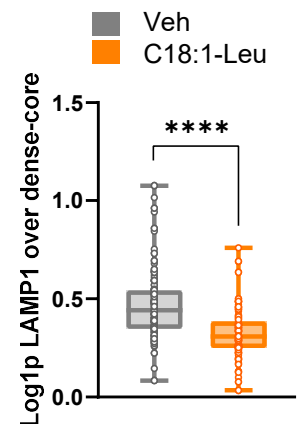

**Supplementary Fig. 7 | Microglia IHC analysis in OLE treated APP/PS1 mice.** (A) Left, representative IHC staining with MX04 and Cystatin 3 (CST3) of vehicle and OLE treated APP/PS1 mice. Scale bar, 50  $\mu\text{m}$ . Right, quantification of CST3 area within MX04 ROI.  $n=6-7$  per group,  $p=0.0132$ . (B) Comparison of amyloid dense-core and halo correlation in small- and medium-size (200-1000  $\mu\text{m}^2$ ) amyloid plaques between OLE and vehicle treated APP/PS1 mice.  $n\sim 150$  per group,  $p<0.0001$ . (C) Comparison of the percentage of the halo area over the dense-core area in small- and medium-size amyloid plaques between OLE and vehicle treated APP/PS1 mice.  $n\sim 120$  per group,  $p<0.0001$ . (D) Comparison of amyloid plaque halo and LAMP1 staining correlation in small- and medium-size amyloid plaques between OLE and vehicle treated APP/PS1 mice.  $n\sim 90$  per group,  $p=0.0113$ . (E) Comparison of the percentage of the LAMP1 area over the dense-core area in small- and medium-size amyloid plaques between OLE and vehicle treated APP/PS1 mice.  $n\sim 140$  per group,  $p<0.0001$ . Single values in A represent different animals. Single values in B-E represent different plaques, in columns (B,D) and dots (C,E). # $p<0.01$ , #### $p<0.0001$  linear regression slope intercept. \* $p<0.05$ , \*\*\*\* $p<0.0001$  one-sided Student's t-test.

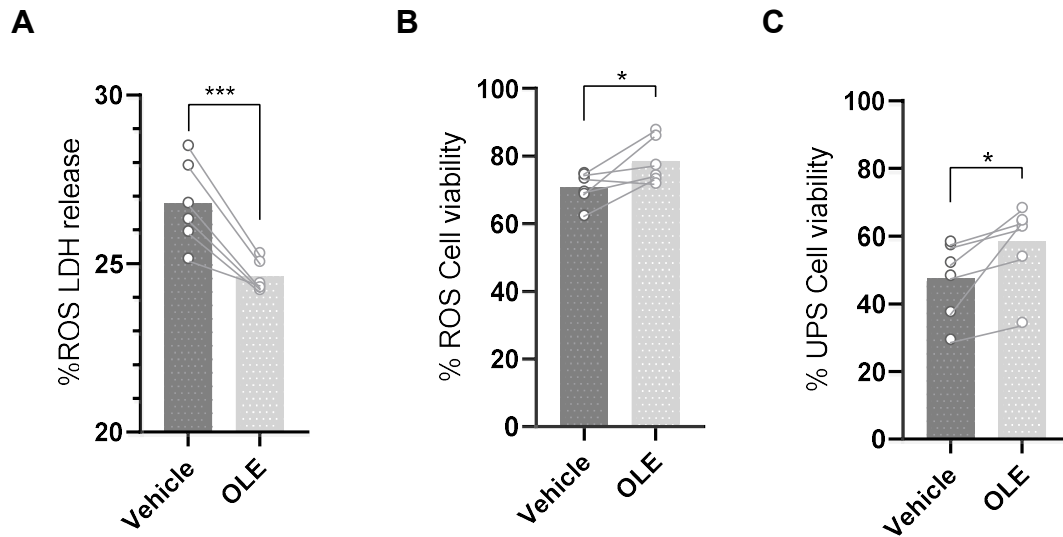

**Supplementary Fig. 8 | OLE-mediated neuroprotection.** (A) Lactate dehydrogenase (LDH) cell viability assays in SH-SY5Y neuroblastoma cells treated with 150 $\mu$ M H<sub>2</sub>O<sub>2</sub> during 24h with OLE or vehicle. ROS, reactive oxygen species. n=6 per group, p=0.0009. (B) AlamarBlue cell viability assays in SH-SY5Y cells treated with 150 $\mu$ M H<sub>2</sub>O<sub>2</sub> during 24h with OLE or vehicle. n=6 per group, p=0.0198. (C) AlamarBlue cell viability assays in SH-SY5Y cells treated with 30 $\mu$ g/ml Tunicamycin (MP Biomedicals) during 24h with OLE or vehicle. UPS, unfolded-protein stress. n=6 per group, p=0.0149. Single values (experiments) are represented by dots. \*p<0.05, \*\*p<0.01 and \*\*\*p<0.001, one-sided Student's t-test.

**A**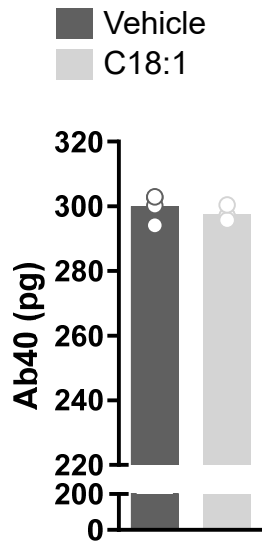**B**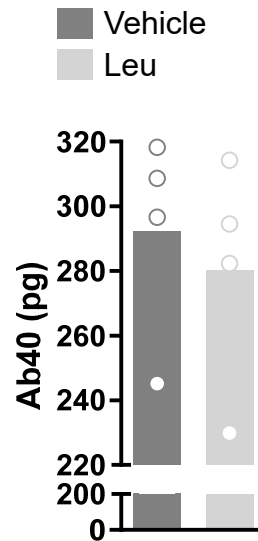**C**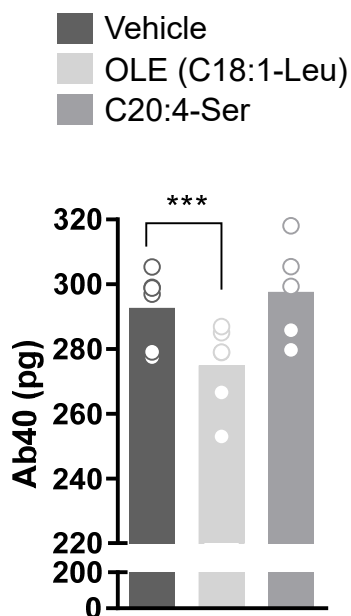**D**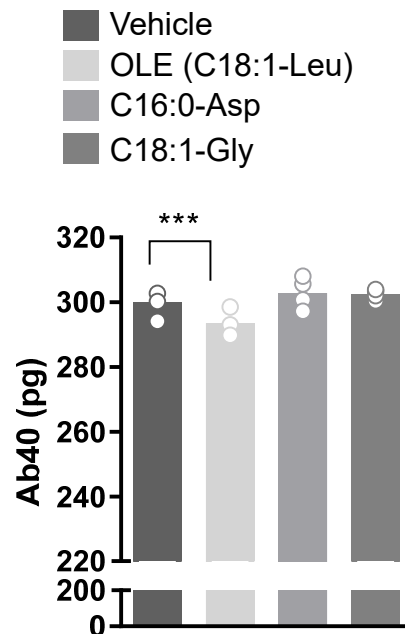

**Supplementary Fig. 9 | PM20D1-derived NAAA treatments in primary cultures of microglia and hippocampal neurons derived from APP/PS1 mice.** (A) Amyloid-beta 40 (A $\beta$ 40) ELISA assays of APP/PS1-derived primary microglia cultures after 24h of 200nM Oleic acid treatment diluted in DMSO. (B) A $\beta$ 40 ELISA assays of APP/PS1-derived primary microglia cultures after 24h of 200nM Leucine treatment diluted in water. (C) A $\beta$ 40 ELISA assays of APP/PS1-derived primary microglia cultures after 24h of 200nM C18:1-Leu (OLE) or C20:4-Ser treatment diluted in ethanol. (D) A $\beta$ 40 ELISA assays of APP/PS1-derived primary microglia cultures after 24h of 200nM C18:1-Leu, C16:0-Asp or C18:1-Gly treatment diluted in DMSO. n=4-8 per group, one-sided Student's t-test. Single values (experiments) are represented by dots. \*\*\*p<0.001.

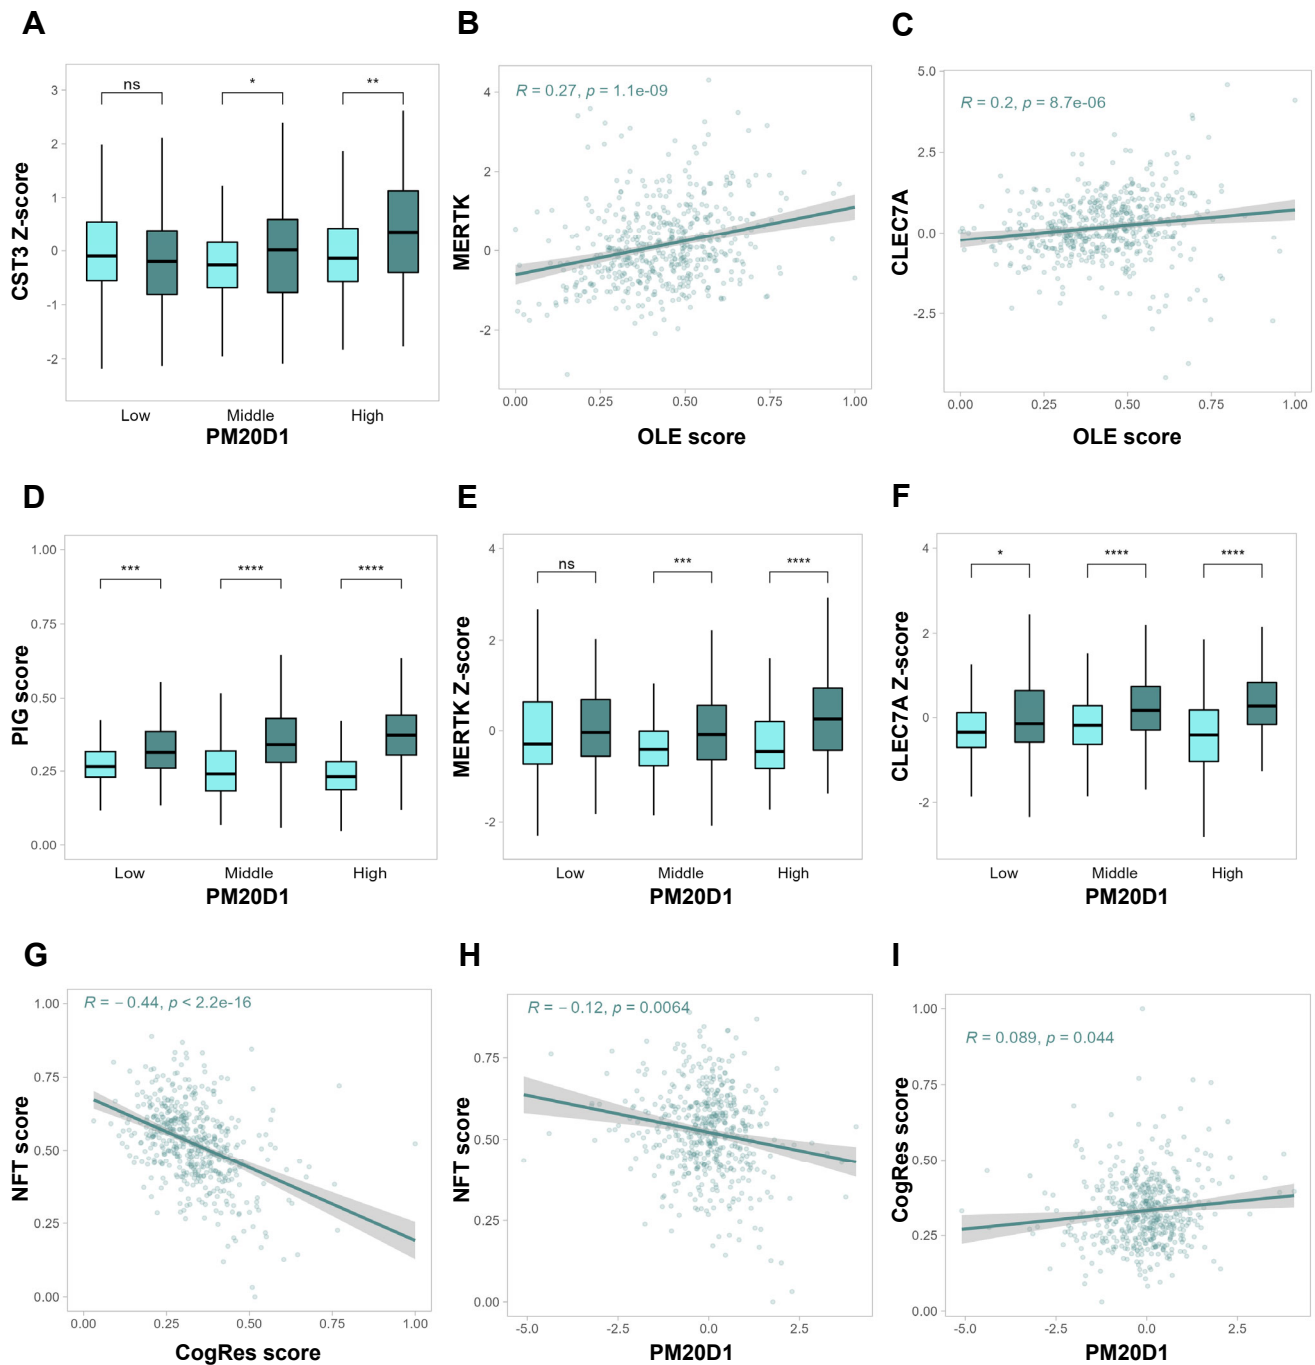

**Supplementary Fig. 10 | RNA expression analysis in human samples.** (A) *CST3* RNA expression in Alzheimer's disease (AD) and control postmortem brain samples according to *PM20D1* haplotype. (B),(C), OLE score correlation with *MERTK* and *CLEC7A* RNA expression levels in AD samples, respectively. (D),(E),(F), PIG score, *MERTK* and *CLEC7A* RNA expression in AD and control samples according to *PM20D1* haplotype, respectively. (G), CogRes and NFT scores correlation in AD samples. (H),(I), *PM20D1* RNA expression correlation with NFT and CogRes scores, respectively. A-D, n=898, Wilcoxon test, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . E-I, n=511, Spearman correlation. Data from GSE33000, GSE15222 and GSE48350.

How the deposited data were processed for this re-analysis (not part of the article)

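The data are 2 libraries of single nuclei from entorhinal cortex of male APP/PS1 mice, each a pool of 5 mice. In 1 library the mice had been given OLE at 25 mg/kg/day and in the other the DMSO vehicle, starting at 15 months of age and ending at 18 months. The authors isolated nuclei from frozen tissue, built the libraries with 10X 3′ v3 chemistry, aligned the reads with Cell Ranger to the mm10 pre-mRNA reference, and deposited for each nucleus the whole-number count of UMIs of each of 31053 genes, without normalization. Every value was computed from these counts. No column of another sample is in the files. The behavioral, histological, protein and worm experiments of the paper were not analysed here.

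The vehicle library held 6745 nuclei and 70845739 UMIs, and the OLE library 6173 nuclei and 69485537 UMIs. The paper's methods state that doublets were removed in Seurat, without naming the caller or its settings, and the files hold as many nuclei as the paper counts as sequenced. Here doublets were scored per library with Scrublet in scanpy 1.11.5 at an expected rate of 5%. Its automatic threshold called under 0.5% of nuclei in each library, so the nuclei in the top 5% of scores were removed. Counts were normalized with SCTransform (Seurat 5.3.0, sctransform 0.4.2, R 4.3.3) with 3000 variable genes, and nuclei were clustered by the Louvain method on 30 principal components and 20 neighbours at resolution 0.4. Microglia were clustered again on 15 components at resolution 0.3. No integration of the libraries was applied.

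Clusters were named from marker genes fixed before the data were examined, like the alternatives, the gene lists and the other settings given here unless said otherwise. A marker counted as raised where it was at least 4 times its level in a reference percentile of clusters and found in at least 10% of the nuclei of the cluster, and a name needed at least 3 raised markers. The scoring rule was revised after the clusters had been seen, and 3 versions were tried. With the 25th percentile as reference, 3733 nuclei were glutamatergic-like and 5463 unnamed, but without removal of doublets only 1346 were glutamatergic-like. With the 10th percentile, 8273 were glutamatergic-like and 923 unnamed. The version used adds that a cluster stays unnamed where at least 50% of the markers of another class are raised and none of its own markers is among its top 10 genes, which left 3785 glutamatergic-like and 5411 unnamed. The other classes had the same numbers of nuclei in all 3 versions. The paper's proportions of cell types had been seen when the versions were compared. The rule for microglial subclusters (at least 3 markers raised at least 1.5-fold with a pseudocount of 20 per 1000000 UMIs, and at least 1 among the top 10 genes) was also set after the subclusters had been seen.

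UMIs were summed per library and cell type, scaled per 1000000 UMIs of that sum, and compared as log2(OLE/vehicle) without a pseudocount. With 1 library per condition no test was run. Intervals of sums are exact Poisson intervals, those of ratios and shares are exact binomial (Clopper-Pearson) intervals, and those of differences of shares combine the exact intervals of both shares, all at 95% and for counting error only. Genes reported are those the paper names for these data in its text, in Fig. 2E or in Fig. 3D, the 3 highest and 3 lowest log2 ratios per cell type among genes with at least 200 UMIs over both libraries, and the genes of the lists where a list is reported. Spread, lists and trends used genes with at least 100 UMIs over both libraries in a cell type. The spread is the SD of log2 ratios after the counting variance was taken out. A list's median was set against 10000 random lists of the same size matched on expression. Library separation followed the Augur method with scikit-learn 1.9.0 (random forest of 100 trees, 3 folds, 50 draws of 20 nuclei per library, genes found in at least 5% of the nuclei), and its interval is 1.96 standard errors of the mean over draws. Scores are the mean log1p expression of a list, scaled from 0 to 1 over microglia, on nuclei thinned to 1000 UMIs. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

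Lists were written from general knowledge, since neither the Gene Ontology annotation nor the published signatures were used here. They hold 22 genes for amyloid-beta binding, 10 for myelin, 38 for unfolded protein binding, 30 for DAM (29 in the files), 56 for PIGs (55 in the files), 28 neuronal genes, 40 housekeeping genes translated at the endoplasmic reticulum (ER), 40 translated in the cytosol, 8 nuclear-retained RNAs, 4 Y-linked genes, and Xist. Lists of 10 hippocampal pyramidal and 9 dentate granule genes were added after the data had been seen. Gene positions and lengths come from GENCODE vM21 on GRCm38, to which 30934 of the gene identifiers (99.6%) were matched.

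The calculations were tested on simulated data. For microglia (3704 genes, 200 of them changed) recovered log2 ratios had a slope of 1.01 on the true ones, 95% of the intervals held the true value, and the recovered SD was 0.172 against a true SD of 0.175. For glutamatergic-like nuclei (14167 genes) the slope was 1.01 and 93.5% of the intervals held the true value. The simulated sums varied by Poisson error alone, which is what the intervals and the spread assume. Variation between nuclei, mice or preparations was not simulated. The simulation thus checks the arithmetic and does not show that the intervals or the order of cell types by spread hold for real sums.

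Alternatives set before the data were examined were no removal of doublets, log-normalized counts before clustering, other resolutions (1 for all nuclei, 0.6 for microglia), a filter on nuclei (at least 500 genes and under 5% mitochondrial UMIs), oligodendrocytes with their precursors as 1 class, other scalings (the median log2 ratio set to 0, means over nuclei of counts per 10000, and the scale of Seurat's log2 fold change), subtraction of the neuronal profile in glia, other UMI minimums (50 and 500), only genes above 2 times their glutamatergic level in glia, other depths and draws for separation and scores, lists without the genes the paper calls, and a list of the 200 genes with the highest ratio of glutamatergic to microglial level. Counting cluster 0 as glutamatergic, shares of all retained nuclei, DAM shares over DAM-like and homeostatic-like nuclei alone, and leaving out nuclei with over 100 UMIs of neuronal genes, were added after the data had been seen.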

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

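Of the tests in this part, those on sequencing depth, on pooled RNA and on hippocampal genes were chosen after the results had been seen.

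The ratio of median UMIs per nucleus, OLE over vehicle, was 2.00 in cluster 0, while it was below 1 (0.923) in glutamatergic-like nuclei. The opposite directions drew attention, and the difference was not tested, since there is 1 library per condition. Deeper sequencing of the OLE library would raise the medians of all cell types alike, but among the 6 cell types that were ranked the largest ratio was 1.04, which argues against it. Of the other named classes, mural-like nuclei had 1.07 and leptomeningeal-like nuclei 0.932. The exception was the 17 vehicle and 37 OLE endothelial-like nuclei, with 1.84. The markers of all 6 classes compared were present in cluster 0. GABAergic markers stood at 18.5% of their level in GABAergic-like nuclei, against 14.5% in all named nuclei together and 2.82% in glutamatergic-like nuclei of low UMI count (median 7773 UMIs). In cluster 0, these GABAergic markers were at 16.7% in 950 nuclei of low UMI count (median 1412 UMIs) and at 18.4% in 1672 nuclei of high UMI count (median 5446 UMIs). Oligodendrocyte markers stood at 7.42%, against 4.33% in all named nuclei together and 1.18% in the glutamatergic-like nuclei of low UMI count. Over 8004 genes, the root mean square log2 difference of cluster 0 was 0.694 from all named nuclei together and 0.864 from glutamatergic-like nuclei. Glutamatergic markers stood at 113%, above the 83.9% in all named nuclei together and near the 119% in the glutamatergic-like nuclei of low UMI count. A candidate explanation is droplets that hold pooled RNA of the suspension, in larger amount in the OLE library. The GABAergic value of 18.5% is nearer to the pooled level than to that of glutamatergic-like nuclei. But the markers of all 6 classes compared stand above the pooled level, from GABAergic ones to astrocyte ones (7.59% against 3.17%). A plain mixture of the RNA of named nuclei does not account for that. The pooled level was taken from named nuclei, however, and the make-up of free RNA may differ from it, so this excess does not decide the question. The RNA of droplets without nuclei was not measured here, so pooled RNA cannot be told apart from nuclei of another kind in cluster 0. With log-normalized counts, clustering split cluster 0 mainly by library, into 2011 vehicle and 424 OLE nuclei in 1 cluster and 446 and 1593 in another. These log-normalized clusters also differed in depth within each library. Their medians were 2201 vehicle and 1706 OLE UMIs in the first, and 4537 and 5185 UMIs in the second. The mean area under the curve for library separation in cluster 0 was 0.807, and 0.564 after thinning to 1000 UMIs. Much of that separation thus went with UMIs per nucleus. An effect of OLE on these droplets was not tested.

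At resolution 1, 38 glutamatergic-like nuclei formed a cluster that held OLE nuclei and no vehicle nucleus, which drew attention because the paper does not report it. They made up 2.04% (1.45 to 2.79%) of 1860 OLE glutamatergic-like nuclei. For 0 of 1925 vehicle nuclei, an approximate upper limit of 3 nuclei gives a share of 0.156%. That limit is not an exact interval like the one of the OLE share. The same 38 nuclei formed a cluster with log-normalized counts. Their median was 13750 UMIs, and Prox1, Maml2, Tspan18, Zbtb20, Glis3 and C1ql2 were among their leading genes. Of 9 dentate granule genes, 8 were at 2 times or more their level in the other glutamatergic-like nuclei. Of the 207 Prox1 UMIs in OLE glutamatergic-like nuclei, 151 were in this cluster, and without it the log2 ratio fell from 2.41 to 0.54 (-0.06 to 1.15). C1ql2 fell from 1.99 to 1.20 (0.71 to 1.71), Dock10 from 0.54 to 0.27 (0.19 to 0.35) and Glis3 from 0.37 to -0.21 (-0.32 to -0.11). The cluster does not account for Baiap3 and Fibcd1, with 4 UMIs each in it, which had 2.24 and 1.79 with the cluster and 2.23 (1.75 to 2.73) and 1.78 (1.35 to 2.22) without it. A candidate explanation is a piece of neighbouring hippocampus in the OLE pool alone. A list of hippocampal pyramidal genes, with 9 of its 10 genes counted, had a median log2 ratio of 0.35 in the remaining glutamatergic-like nuclei (7 genes higher, percentile 99.7 of random lists), which is consistent with that. The dentate granule list outside the cluster had 0.02 (4 of 7 genes higher, percentile 32.2). Entorhinal neurons can express genes of the pyramidal list, and a change brought by OLE in the genes of that list stays open, since no replicate separates it from dissection.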

How the results depend on the processing

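Of the alternatives in this part, counting cluster 0 as glutamatergic, shares of all retained nuclei, DAM shares of the 2 named subclusters and leaving out nuclei with over 100 UMIs of neuronal genes were chosen after the results had been seen, as were the tests that use them.

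For 32 main comparisons, 150 values were computed under alternatives. A value counted as staying where it lay within the interval of the reported value (for counting error or, for library separation, for the drawing of nuclei) or, for measures without an interval, within 1.5 times of it. Of the 150 values, 133 stayed, 14 moved further and 3 reversed. The alternatives reuse the same counts, so a counting interval does not measure how far processing can move a value. Wide intervals keep almost any value. The difference in the DAM share counted as staying from -1.98 to -5.85 percentage points, inside an interval from -10.2 to 6.30. The number that stayed is therefore no measure of robustness. Of the 133, 132 kept the sign of the reported value, and 1, the difference in the share of glutamatergic-like nuclei with cluster 0 counted, changed it within an interval that includes 0. Of the 14, 1 also changed sign, the log2 ratio of neuronal transcripts in OPC-like nuclei without removal of doublets (0.29, against -0.02 with a reported interval that includes 0), and it is not among the 3 because these had reported intervals without 0. For 77 other results on single genes and other cell types, 416 of 496 values stayed, 76 moved and 4 reversed. Of the 76 moved values, 41 came from the scale of Seurat's log2 fold change, 12 from keeping doublets, 8 from means over nuclei of counts per 10000, 5 from 50 nuclei per draw, 3 from thinning to 1000 UMIs, 2 from leaving out genes higher in glutamatergic-like nuclei, 2 from subtracting the neuronal profile, 2 from the filter on nuclei and 1 from setting the median log2 ratio to 0.

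The median log2 ratio of the 7 microglial genes named in the text stayed between 0.54 and 0.70 under 8 alternatives. The difference in the share of microglia among named nuclei stayed below 0, from -1.92 to -0.655 percentage points, but its interval reached 0 over all retained nuclei (-1.47 to 0.0875) and with cluster 0 counted as glutamatergic (-1.49 to 0.189). In these 2 settings the interval for GABAergic-like nuclei, which included 0 in the reported setting, lay above it (0.129 to 1.78 and 0.248 to 2.03), and that for oligodendrocyte-like nuclei lay below 0 without removal of doublets (-3.63 to -0.206). The difference in the DAM share ranged from -3.49 to -0.522 over microglia without macrophages and from -5.85 to -0.522 over DAM-like and homeostatic-like nuclei. The amyloid-beta binding list in microglia ranged from 0.42 to 0.59, the myelin list in oligodendrocytes from 0.25 to 0.32, and unfolded protein binding from 0.25 to 0.36 in GABAergic-like and from 0.20 to 0.41 in glutamatergic-like nuclei.

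On the scale of Seurat's log2 fold change, the median of the 4 neuronal genes was 0.26 in glutamatergic-like nuclei (0.68 as a ratio of sums) and 0.36 in GABAergic-like nuclei (0.79). The addition of 1 to mean counts per 10000 compresses ratios of genes with low counts, by its construction. On that scale the log2 ratio of Fam19a1 in the endothelial-like nuclei, -2.43 as a ratio of sums, was 0.0138, and with means over nuclei of counts per 10000 it was 0.0168. The cause was not tested.

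The spread in microglia, 0.172 in the reported setting, was 0.328 with the neuronal profile subtracted, the largest of 4 glial cell types. With only genes above 2 times their glutamatergic level it was 0.211, the smallest of the 4. With the profile subtracted, the counting variance was that of the counts left, which understates it, so 0.328 keeps some counting error. The amount subtracted from microglia also rested on the neuronal list, which a few OLE nuclei raised. The place of microglia by spread among 6 cell types, 6 in the reported setting, was 3 with means over nuclei of counts per 10000 and 1 with log-normalized counts before clustering. By library separation, their place among 4 glial cell types went from 2 to 4 without the genes higher in glutamatergic-like nuclei. Their mean area under the curve, 0.581 in the reported setting, was 0.542 without these genes and 0.613 with 50 nuclei per draw. The cause was not tested. With 1 library per condition these orders have no replicate check.

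Without removal of doublets, the log2 ratio of neuronal transcripts was -0.20 in oligodendrocyte-like (-0.10 in the reported setting), 0.29 in OPC-like (-0.02), 0.20 in microglia-like (0.13) and 0.45 in astrocyte-like nuclei (-0.06). In the same setting Dok6 in astrocyte-like nuclei was at 0.00805 (-0.75 reported) and Nckap5 in oligodendrocyte-like nuclei at -0.11 (1.08 reported). The cause was not tested. With the list of 200 genes in place of 28, neuronal transcripts had -0.0759 in oligodendrocyte-like nuclei and reversed to -0.10 in microglia-like nuclei. They also reversed in microglia, to -0.11, without the 2 vehicle and 9 OLE nuclei of over 100 neuronal UMIs, which shows that these nuclei carry the reported rise.

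Without the genes the paper calls in microglia, the difference was 0.0381 for the DAM score (0.0679 in the reported setting) and 0.0380 for the PIG score (0.0617). These genes were chosen for differing between the same libraries, so leaving them out lowers the differences by construction. The scores are also scaled anew in each setting. The vehicle mean of the PIG score moved from 0.233 to 0.284 and that of the DAM score from 0.296 to 0.297. The size of the move is therefore no measure of what these genes contribute.

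The rule that names clusters decides 4488 nuclei. With cluster 0 counted as glutamatergic, the difference in the share of glutamatergic-like nuclei went from 0.395 to -1.47 percentage points, within the counting interval of the reported value.

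No paired analysis was possible because each condition has 1 library. For the same reason, no difference here has a replicate check. Endothelial-like nuclei (17 and 37) were too few for library separation. Subtraction of the neuronal profile was run for glia alone.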

Differences from the paper's values

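Of the tests in this part, the shares with cluster 0 counted as glutamatergic were chosen after the results had been seen.

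The paper reports 15 clusters, and 25 were found here. The alternatives set before the data were examined gave 24 without removal of doublets, 28 with log-normalized counts, 35 at resolution 1 and 24 with the filter on nuclei, so none closed the gap.

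The paper reports 22 infiltrating macrophages, against 13 macrophage-like nuclei here. The alternatives set before the data were examined gave 13 at resolution 0.6, 14 with log-normalized counts and 13 without removal of doublets.

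The paper's shares of nuclei are about 54% glutamatergic, about 19% oligodendrocytes and about 9% microglia in Fig. 2C, read by eye. Over all 12298 retained nuclei, unnamed clusters included, the shares here were 30.8%, 9.06% and 4.98%, and no alternative set before the data were examined reached the paper's values, oligodendrocytes with OPCs as 1 class included (10.6%). Over the 6887 nuclei in named clusters they were 55.0%, 16.2% (18.9% with OPCs) and 8.90%, values that lie within 1.5 times the paper's, but the naming rule was revised after the clusters and the paper's proportions had been seen. With cluster 0 counted as glutamatergic, also chosen after seeing the values, they were 72.7%, 9.79% and 5.39% of 11375 nuclei. The paper's denominator was not rebuilt, so no direction is read from these pairs.

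For log2 fold changes, the copies of the paper's tables used here hold the first 277 of the 5972 genes for microglia, the first 1998 of 10355 for glutamatergic cells, the first 1999 of 10389 for GABAergic cells and the first 1999 of 8745 for astrocytes. The paper's values are on the scale of Seurat's log2 fold change. Over the genes in the copies, values on that scale here had a Spearman correlation across genes with the paper's of 0.938 in microglia, 0.960 in glutamatergic-like, 0.976 in GABAergic-like and 0.921 in astrocyte-like nuclei. The paper's value for Apoe in microglia is 0.79, against 0.59 as a ratio of sums and 0.66 on the paper's scale, and the paper's table gives this gene an adjusted p-value of 0.114. For Cst3 in microglia the paper's value is 0.55, against 0.63 and 0.67. For Hsp90ab1 in glutamatergic cells it is 0.29, against 0.55 and 0.24. Both sets of values come from the same libraries, so the counting interval serves here as a scale of size and not as an error between them. The differences on the paper's scale exceed the counting interval for these 3 genes. For the other genes named for microglia and for neuronal cells they lay within it. Calr in glutamatergic cells, for example, had 0.34 in the paper and 0.35 here. Hsp90ab1 in GABAergic cells was within it too, at 0.34 and 0.36.

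The paper ranks microglia as the most responsive cell type in Fig. 2C and Fig. 2D. By library separation microglia took place 3 of 6 here, behind astrocyte-like and GABAergic-like nuclei, and place 2 with thinned nuclei or without removal of doublets. The intervals for the drawing of nuclei of these higher types (0.575 to 0.628 and 0.561 to 0.620) overlap that of microglia (0.552 to 0.610). Those of the lower types overlap it too, so the place is not resolved. By the spread of log2 ratios they took place 6, and place 1 with log-normalized counts before clustering, a setting fixed before the data were examined that reaches the paper's rank. With the neuronal profile subtracted, also fixed before the data were examined and run for glia alone, microglia had the largest spread of 4 glial cell types (0.328, against 0.271 in OPC-like, 0.244 in oligodendrocyte-like and 0.218 in astrocyte-like nuclei). With only genes above 2 times their glutamatergic level, fixed at the same time, they had the smallest of the 4 (0.211). The values with the profile subtracted keep some counting error, so that order is not read as reaching the paper's rank. The paper's measure by number of differentially expressed genes was not computed here.

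The paper describes Apoe, Cst3, Itm2b, Hsd17b4 and Slc3a2 as raised particularly in microglia. Of these 5 genes, 2 had their highest log2 ratio among 6 cell types in microglia-like nuclei here. The log2 ratio of Apoe was 0.59 in microglia-like nuclei and higher in OPC-like (1.03), oligodendrocyte-like (1.02), astrocyte-like (1.01) and GABAergic-like nuclei (0.91), whose intervals lie above that of microglia. In the vehicle library Apoe stood at 2064 UMIs per 1000000 in microglia-like, 2660 in astrocyte-like, 669 in OPC-like, 390 in oligodendrocyte-like and 38.2 in GABAergic-like nuclei. RNA from other cells was not removed from these counts, so the values in types of low level are not shown to be expression of those types. That of Itm2b was 0.62 in microglia-like and higher in OPC-like (1.18), GABAergic-like (0.89), glutamatergic-like (0.72) and oligodendrocyte-like nuclei (0.69), and but for OPC-like nuclei the intervals overlap that of microglia. Cst3, at 0.63 in microglia-like nuclei, was higher in OPC-like (0.84), GABAergic-like (0.71), astrocyte-like (0.67) and glutamatergic-like nuclei (0.65), with intervals that all overlap that of microglia. Hsd17b4 and Slc3a2 were highest in microglia-like nuclei, at 0.93 and 0.94, against 0.92 for Hsd17b4 in OPC-like and 0.92 for Slc3a2 in astrocyte-like nuclei, with overlapping intervals too.

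The paper describes Calr, Atp2a2, Hsp90ab1 and Hspa5 as raised chiefly in GABAergic and glutamatergic cells. Among the 6 cell types, 3 of these 4 genes had their highest log2 ratio in GABAergic-like nuclei, and 1 of 4, Hspa5, had both neuronal classes in the first 2 places. Calr was highest in OPC-like nuclei (1.24), against 0.86 in glutamatergic-like and 0.73 in GABAergic-like nuclei. The log2 ratio of Atp2a2 was 0.53 in microglia-like nuclei, against 0.30 in glutamatergic-like nuclei, and that of Hsp90ab1 was 0.73 in oligodendrocyte-like and 0.66 in OPC-like nuclei, against 0.55 in glutamatergic-like nuclei. The intervals of these 3 genes in the glial types named overlap those in glutamatergic-like nuclei. RNA from other cells was not removed from these counts. RNA of the neuronal profile was estimated at 28.4% of the vehicle and 31.1% of the OLE UMIs in microglia-like nuclei. It was 35.6% and 33.1% in oligodendrocyte-like and 35.5% and 35.0% in OPC-like nuclei. The ratios in glia are thus not shown to be expression of glia.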

Other observations

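Of the tests in this part, those on pooled droplets, plaque-induced genes in astrocytes, lists matched on gene length, cluster 0 and the paper's glutamatergic class were chosen after the results had been seen.

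Short genes were higher relative to long genes in the OLE library in all 6 cell types. The Spearman correlation of the log2 ratio with gene length across genes, which are not independent replicates, was -0.413 in GABAergic-like, -0.348 in oligodendrocyte-like, -0.334 in glutamatergic-like, -0.262 in astrocyte-like, -0.204 in microglia-like and -0.156 in OPC-like nuclei. In glutamatergic-like nuclei the genes below the first quartile of length had a median of 0.19, and in microglia-like nuclei they had 0.05, against -0.08 for the genes above the top quartile. A hypothesis set out in advance, for genes higher in several cell types at once, is a higher share of mature RNA, from the cytoplasm or the ER, in the OLE preparation. It called for a correlation below 0 in every cell type, and the weakest was -0.156, but any other bias with gene length would give the same sign, so the correlations alone do not single it out. The list translated at the ER had medians of 0.41 in glutamatergic-like, 0.41 in GABAergic-like, 0.37 in oligodendrocyte-like, 0.53 in OPC-like, 0.27 in microglia-like and 0.09 in astrocyte-like nuclei. The list translated in the cytosol had 0.31, 0.45, 0.33, 0.10, 0.28 and 0.25 in the same order. Nuclear-retained RNAs did not fall, with 0.05, 0.06, 0.07, 0.09, 0.29 and 0.11, which the hypothesis alone does not account for. A response to OLE shared by all cell types would give the same values, and with 1 library per condition it stays open. The length trend alone does not explain the lists for the paper's terms, since against random lists also matched on gene length the lowest percentile among 5 lists was 99.0, for myelin in oligodendrocyte-like nuclei.

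The ER list was nearly flat in cluster 0, with a median of 0.0510 (percentile 93.0 of random lists), while it was higher in 5 of 6 named cell types, with astrocyte-like nuclei (0.09) near the value of cluster 0. The trend with gene length was present in cluster 0 as in the named types, with a Spearman correlation of -0.268 and medians of 0.10 for the genes below the first quartile of length and -0.03 for those above the top quartile. Whether the RNA of the whole suspension changed stays open, since the list and the trend point different ways and cluster 0 was not shown to hold RNA of the suspension. The cytosol list rose in cluster 0 (0.30), as did the unfolded protein binding list (0.21), and the nuclear-retained list was at -0.06.

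The paper's log2 fold changes for glutamatergic cells lie nearer to a class without cluster 0. On the paper's scale, the median absolute difference over 1997 genes was 0.00818 without cluster 0 and 0.0283 with it, which argues against a class of the paper that holds it. With cluster 0, Calr had 0.10 against the paper's 0.34, and without it 0.35. This does not say how the paper treated these nuclei.

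Plaque-induced genes were also higher outside microglia. Of the genes of that list, 7 were expressed in astrocyte-like nuclei at or above the microglial level (Apoe, C4b, Cd63, Clu, Gfap, Igfbp5 and Prdx6), and all 7 were higher in the OLE library, with a median log2 ratio of 0.38. In oligodendrocyte-like nuclei 2 such genes had a median of 0.09 and in OPC-like nuclei 2 had 0.73. This is consistent with a difference between the preparations that is shared by cell types, and a response of astrocytes to OLE or to plaques would give the same values. Differences in depth are argued against, since the PIG score of microglia differed by 0.0617 with all nuclei thinned to 1000 UMIs.

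A lower share of free neuronal RNA could raise microglial genes through the fixed total. Over the 2778 genes with at least 100 UMIs that microglia express above glutamatergic-like nuclei, which held 70.8% of the vehicle and 71.7% of the OLE microglial UMIs, the median log2 ratio of the 7 genes named in the text was 0.597, near the 0.62 over all genes, which argues against this. Whether free neuronal RNA itself was lower in the OLE library stays open, since the values point both ways. The neuronal list rose by 0.13 in microglia-like nuclei, which rests on a few nuclei, and had -0.11 without them. It had -0.10 in oligodendrocyte-like, -0.06 in astrocyte-like and -0.02 in OPC-like nuclei. The median share per nucleus was lower in the OLE library in all 4 glial types. Without removal of doublets the list rose in astrocyte-like (0.45), OPC-like (0.29) and microglia-like nuclei (0.20).

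Both libraries carry Y-linked transcripts, at 380 UMIs per 1000000 in the vehicle and 390 in the OLE library. Xist was at 0.494 and 0.461 UMIs per 1000000 (35 and 32 UMIs), which argues against a library of another sex than stated.

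The RNA of mouse App had a log2 ratio of 0.22 (0.20 to 0.25) in glutamatergic-like and 0.18 (0.12 to 0.24) in GABAergic-like nuclei, 0.19 (0.12 to 0.27) in oligodendrocyte-like, -0.15 (-0.36 to 0.05) in microglia-like and -0.29 (-0.60 to 0.03) in astrocyte-like nuclei. The paper measured APP protein and its cleavage by western blot. RNA of 1 library per condition is an unlike measure, so these values are not set against that result. Whether transgene transcripts add to these counts was not examined.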
